# Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups

**DOI:** 10.1186/1471-2164-15-57

**Published:** 2014-01-22

**Authors:** Andrea L Kocmarek, Moira M Ferguson, Roy G Danzmann

**Keywords:** Growth, Microarray, Rainbow trout, Liver, White muscle, Season

## Abstract

**Background:**

Growth in fishes is regulated via many environmental and physiological factors and is shaped by the genetic background of each individual. Previous microarray studies of salmonid growth have examined fish experiencing either muscle wastage or accelerated growth patterns following refeeding, or the influence of growth hormone and transgenesis. This study determines the gene expression profiles of genetically unmanipulated large and small fish from a domesticated salmonid strain reared on a typical feeding regime. Gene expression profiles of white muscle and liver from rainbow trout (*Oncorhynchus mykiss*) from two seasonal spawning groups (September and December lots) within a single strain were examined when the fish were 15 months of age to assess the influence of season (late fall vs. onset of spring) and body size (large vs. small).

**Results:**

Although *IGFBP1* gene expression was up-regulated in the livers of small fish in both seasonal lots, few expression differences were detected in the liver overall. Faster growing Dec. fish showed a greater number of differences in white muscle expression compared to Sept. fish. Significant differences in the GO Generic Level 3 categories ‘response to external stimulus’, ‘establishment of localization’, and ‘response to stress’ were detected in white muscle tissue between large and small fish. Larger fish showed up-regulation of cytoskeletal component genes while many genes related to myofibril components of muscle tissue were up-regulated in small fish. Most of the genes up-regulated in large fish within the ‘response to stress’ category are involved in immunity while in small fish most of these gene functions are related to apoptosis.

**Conclusions:**

A higher proportion of genes in white muscle compared to liver showed similar patterns of up- or down-regulation within the same size class across seasons supporting their utility as biomarkers for growth in rainbow trout. Differences between large and small Sept. fish in the ‘response to stress’ and ‘response to external stimulus’ categories for white muscle tissue, suggests that smaller fish have a greater inability to handle stress compared to the large fish. Sampling season had a significant impact on the expression of genes related to the growth process in rainbow trout.

## Background

Growth in fishes is a complex trait that impacts many components of fitness. Large body size provides an advantage when competing for mates and resources and can provide energy reserves during times of famine or reproduction [1,2]. The initiation of sexual maturation in certain species can also be coupled to variation in growth rate and is therefore, a size-dependent phenomenon. Unlike mammals, most species of fish continue to grow throughout their lives [3]. As skeletal muscle composes a large portion of body mass, fish growth is primarily dependent on an increase in muscle mass [4]. Skeletal muscle can be divided into two types; red muscle is used for slow continuous swimming while white muscle is used for rapid bursts of speed [5]. White muscle is utilized preferentially over red muscle as an energy reserve and exhibits wide changes in hypertrophic and hyperplastic states dependent on the physiological condition of the fish [6-8].

Fish growth is controlled by a complex array of extrinsic and intrinsic factors and their interactions. Extrinsic factors such as variation in circannual photoperiod [9], and changes in water temperature [10,11] have largely predictable effects on growth rates. Other factors are more complex and relate to interactions between extrinsic and intrinsic factors that regulate growth, such as individual responses to stress and disease [12], population density [13], social status [14], and feeding regime [15]. Variation in growth in response to these factors has a strong genetic basis as indicated by the detection of moderate to high heritability values [16-18] and chromosomal regions (quantitative trait loci, QTL) associated with variation in body size [19,20]. While it is likely that all chromosomes have genes that contribute to, or interact with growth regulation, some of these will have stronger effects than others. For example, 15 of the 29 linkage groups in rainbow trout (*Oncorhynchus mykiss*) have QTL for body weight and/or condition factor with genome-wide effects, with an additional 8 linkage groups housing QTL with chromosome-wide effects [20]. This indicates that perhaps three quarters of rainbow trout linkage groups contain genomic regions with major influences on growth. However, it is important to emphasize that our knowledge of growth-regulating regions is incomplete as genetically-based responses to environmental inputs are varied and can often produce conflicting results. For instance, microarray studies have examined fish experiencing muscle wastage [6-8] with the premise that genes down-regulated during muscle wastage will be up-regulated during muscle growth and *vice versa*. These studies have identified many candidate genes for growth including cytoskeletal, transcription/translation, protein turnover, and metabolic genes but with some conflicting results. For instance, myosin genes showed down-regulation during muscle wastage [7] and during GH-stimulated growth [21] in rainbow trout.

One of the main intrinsic regulators of growth is the somatotrophic axis, which is composed of growth hormone (GH), GH regulating factors (GH releasing factor and somatostatin), and the products GH releases from the liver by binding to GH receptors, including insulin and insulin-like growth factors (IGFs) [22]. Indeed, many of these genes (*GH, GHR2, GHR1*, *IGF2,* and *IGF1*) are up-regulated in a variety of tissues (e.g., skeletal muscle, brain, and liver) from faster growing strains or individuals within several species including Nile tilapia, *Oreochromis niloticus*[23], smooth tongued sole, *Cynoglossus semilaevis*[24], and channel catfish, *Ictalurus punctatus*[25]. Studies with GH-transgenic rainbow trout have also shown that liver-specific gene expression patterns are more similar to those observed in faster growing domesticated rainbow trout, compared to slower growing wild-type fish [26-28]. In fact, the *IGF2* gene was highly up-regulated in the faster growing GH transgenic/domestic fish compared to wild-type fish [27] suggesting that increased growth is in part regulated by changes in the GH axis. Genes with differential expression were assigned to 16 Gene Ontology (GO) categories, with those comprising response to stimulus, lipid metabolism, precursor metabolites and energy, and cell/tissue structure and development having the greatest number of differences. Thus, many of the differentially expressed genes may be interconnected in regulatory pathways stimulated by those in the somatotrophic axis.

Studies of liver and muscle gene expression in salmonids indicate that genes central to energy metabolism, carbohydrate and lipid metabolism, and cytoskeletal components are major GO categories associated with growth differences [7,27-29]. A number of muscle genes showing major expression differences between a fast (directionally selected) and a normally growing line of rainbow trout have been identified with RNAseq, and these have been verified by screening additional families with SNP variants identified within these genes [30]. Significant differences in the distribution of SNP alleles were reported for genes such as *glucose phosphate isomerase, enolase, ATP2A1*, and several structural genes including myosin binding proteins, *fast myotomal muscle actin 2, troponin C,* and *troponin T-2* between fast and slow growing rainbow trout. A large number of mitochondrial specific genes including several NADH dehydrogenase subunit genes, cytochrome b, and cytochrome c oxidase subunits, and different ATPase genes were also differentially expressed. Although it was only reported that muscle tissue was used, the finding that a large proportion of mitochondrial-specific genes were highly representative of differences between fast and slow growing trout is suggestive that a high proportion of red muscle tissue was analyzed in combination with white muscle tissue.

We utilized a 44 K feature Atlantic salmon (*Salmo salar*) microarray to examine differential mRNA levels in fast- and slow-growing rainbow trout from the same commercial strain but produced in two seasons (September and December). Previous studies show that Atlantic salmon microarrays are suitable for use in gene expression studies of other salmonid species [31-33]. Our goal was to identify genes that show similar patterns of differential expression between large and small rainbow trout in both liver and white muscle regardless of season for use as biomarkers of growth in selective breeding programs. The analysis of global gene expression in large and small fish reared under standard conditions also provides an understanding of typical growth patterns and complements previous analyses where growth in rainbow trout was altered by adjusting feeding regimes [6], domestication, or by the addition of GH [26,27]. If differences in gene expression explain a large portion of body size variation in fishes, then many of the genes identified in studies of accelerated growth or muscle wastage are also expected to show differential expression in normal growing large and small fish. Based upon previous studies we predicted that: (1) genes related to the metabolism of carbohydrates and lipids, energy production, and members of the somatotrophic axis, including GH receptors, insulin, and IGFs should be down-regulated in the liver and white muscle of small fish compared to large fish; (2) genes for cytoskeleton components including, actin, myosin, and troponin are also expected to be differentially expressed in both tissues. Specifically, genes involved in cytoskeletal structuring will be down-regulated while myostatin will be up-regulated in small fish compared to larger fish, and (3) genes for liver-specific, lipid binding, cytoplasmic components, signaling, and transcription will be up-regulated in the livers of small fish compared to large fish.

## Results

### Growth and gender

The Dec. fish were significantly heavier and longer than the Sept. fish (Figure 1). When the full-sib families within each of the Sept. and Dec. half-sib families were examined for parental effects on weight, significant dam effects were found in the Dec. fish (Figure 2). Thermal growth coefficients increased during the spring and summer and plateaued or decreased during the fall and winter in both the Sept. and Dec. lots (Figure 3). Thus, TGC can be taken as an estimate of growth efficiencies in the fish during a given growth interval.

**Figure 1:**
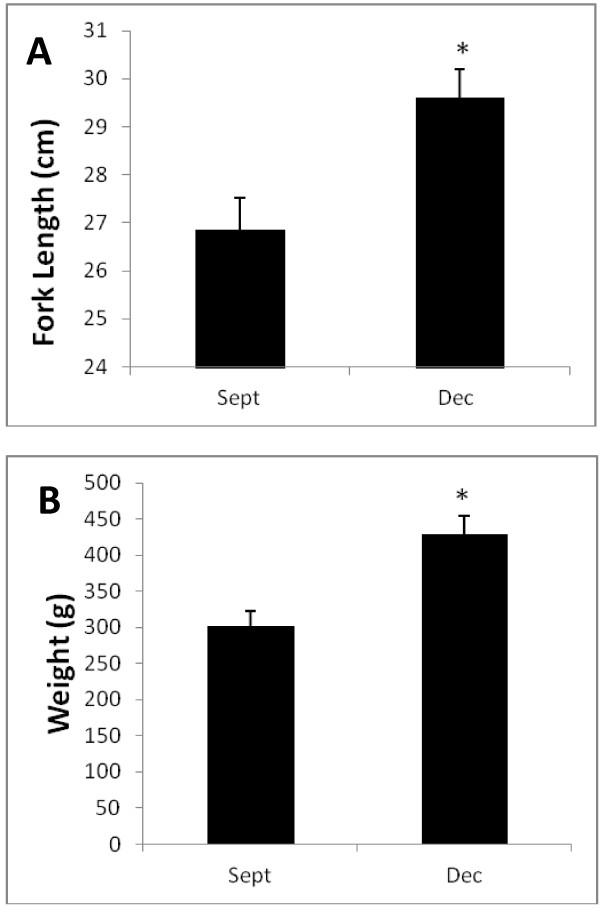
**Fork length and body weight by half-sibling lots.** Fork length **(A)** and body weight **(B)** differences between the half-sibling lots. Bars with * are significantly different from the Sept. fish, as assessed by a t-test (n =55 and 50, respectively; p ≤ 0.05).

**Figure 2:**
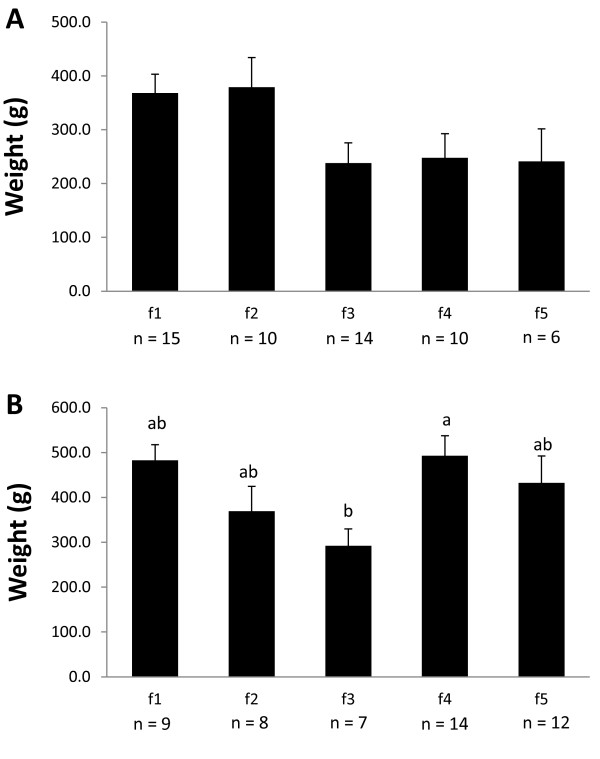
**Body weight by maternal parent.** Body weight within the **A)** Sept. and **B)** Dec. families. Bars that do not share a common letter are significantly different, as assessed by one-way ANOVA and Tukey’s test (p ≤ 0.05).

**Figure 3:**
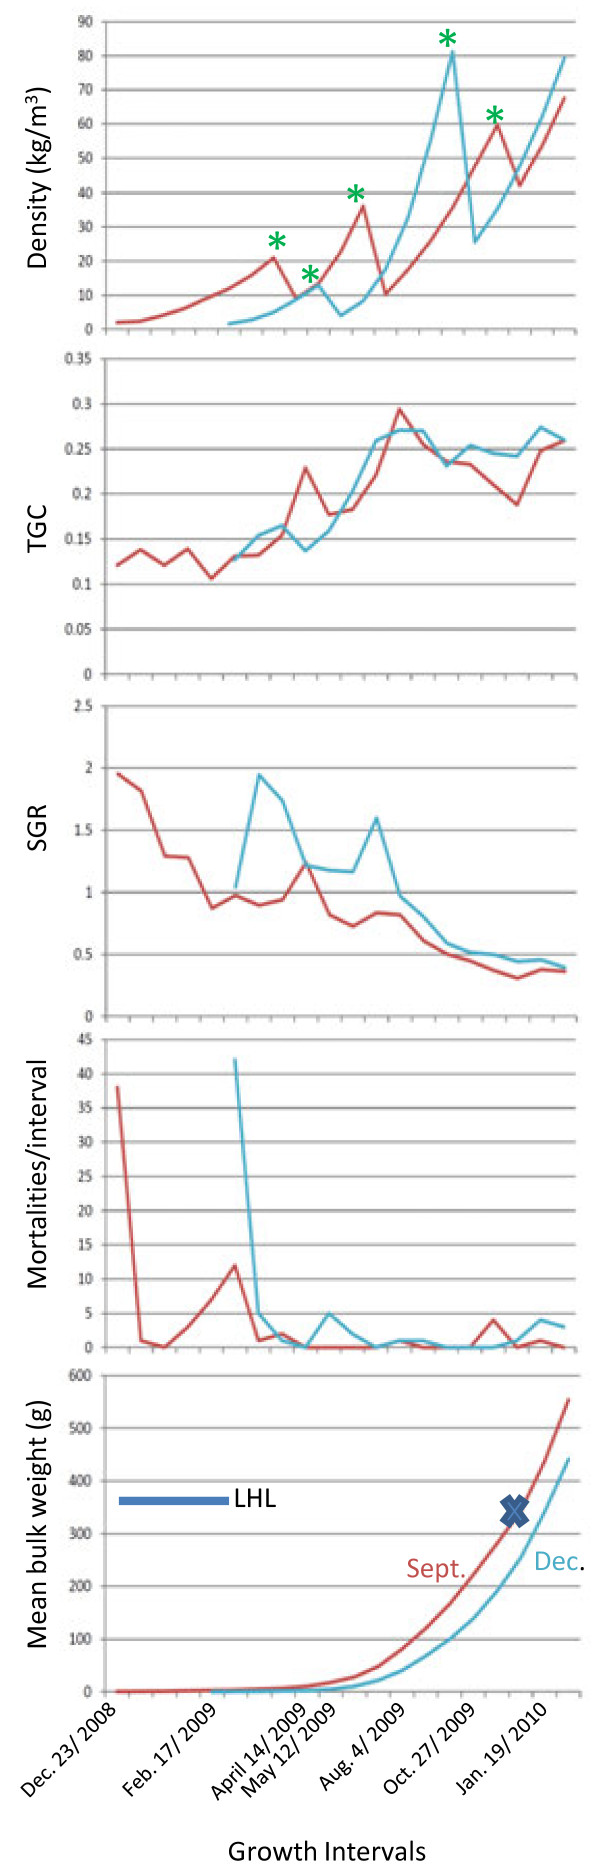
**Growth profiles of the September, 2008 (Sept.) and December, 2008 (Dec.) lots of rainbow trout reared at the Alma Aquaculture Research Station.** Density, thermal growth coefficient (TGC), specific growth rate (SGR), mortalities per measurement interval, and bulk weight are shown for the Sept. and Dec. lots and are all aligned on the same temporal scale. LHL indicates the Life History Lag of the Dec. fish compared to Sept. fish (i.e. 89 days). Growth profiles of the Dec. fish would need to shift to the ‘left’ by this distance on all the graphs to place the growth profiles of the Dec. fish on a comparable chronological scale to those of the Sept. fish. Asterisks above the density plots on the top figure indicate intervals when fish were either moved to larger tanks or were thinned to minimize density effects. Microarray sampling of the Sept. lot occurred in the interval shown with an X on the Sept. line, but growth recorded from siblings within this lot are shown for completeness. The Dec. lot was sampled on that last day shown in the graph.

Genotyping with the sex-specific marker indicated that the microarray analysis was based on 9 males (5 = large, 4 = small) and 11 females (5 = large, 6 = small) in the Sept. lot. In the Dec. lot there were 10 males (6 = large, 4 = small) and 10 females (4 = large, 6 = small). Thus, there was no gender bias in the pools of large and small fish analyzed in either lot.

### Liver

#### Effects of body size

From the 44 K gene microarray comparing the large fish to the small fish in each lot, 575 and 151 sequences were differentially expressed (p ≤ 0.05, fold change ≥ 1.2) in the livers of the Sept. and Dec. lots, respectively (Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3 and Additional file 4: Table S4). 

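Liver expression was measured on Agilent 44 K salmonid arrays, glass slides on which cDNA of small and of large fish, labelled with 2 different dyes, competes for the same probes. Each lot gave 4 arrays. They hold 2 pairs of pools, each pool with liver mRNA of 5 fish of 1 size, and each pair of pools was hybridized on 2 arrays with Alexa Fluor 555 and Alexa Fluor 647 exchanged. The text deposited with the series counts 4 replicates per size and lot. Both arrays of a dye flip carry the same pools, so their log2 ratios were averaged here and a lot was taken as 2 replicates, the pool pairs. The authors quantified the spots with GenePix Pro, left out spots rejected by eye, removed points with a low signal ratio of the channels and normalized by lowess in GeneSpring. The deposited values are the resulting log2 ratios, filled for 36754 to 41918 of 43603 probes per array, with array medians between -0.03 and 0.11. They are read as small over large fish on every array, since 725 of the 726 entries in Tables S1 to S4 match the mean of the 4 ratios within 0.02 on the log2 scale in this direction. Probes with a value on all 4 arrays of a lot were tested with limma, with a mean per lot and a spread shared by both lots. Gene names come from the platform annotation and from the tables of the study, whose names are matches to other species, and 42109 of the probes carry none.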

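In the livers of the Sept. lot 1054 of 38679 probes passed the thresholds of the study (an unadjusted p of 0.05 or less and a fold change of at least 1.2), and in those of the Dec. lot 1647 of 34014. Among them in Sept. were ornithine aminotransferase, a mitochondrial enzyme of ornithine breakdown, with a log2 ratio of small over large fish of 0.79 (SE 0.21), and a probe named very long-chain specific acyl- mitochondrial isoform 1 precursor, at -0.49 (SE 0.15). In Dec. they included glutathione peroxidase, an enzyme that removes peroxides, at 0.70 (SE 0.20), thioredoxin-interacting protein, which binds thioredoxin, at 0.58 (SE 0.19), and pck2, the mitochondrial phosphoenolpyruvate carboxykinase, at -0.45 (SE 0.16). Of the probes with a gene name, 123 in Sept. and 116 in Dec. passed with the same sign on all 4 arrays. No probe passed an adjusted p of 0.05 in limma in either lot, where 1054 and 1647 passed at an unadjusted p of 0.05, and the smallest adjusted p was 1.00 in Sept. and 0.990 in Dec. The methods' t-test over the 4 arrays of a lot, with 648 and 709 probes past the thresholds, also gave 0 after adjustment. Over the 2 pool pairs it gave 442 and 499, with 4 and 0 after adjustment, counted without the fold threshold. With 2 values this test reaches such an adjusted p only where they practically coincide, so the 4 are not read as size effects. In simulated Sept. values with no change 1918 probes passed the same thresholds, and in simulated Dec. values 1676. These values were drawn from the fitted model with 1 spread for both lots, so the share that passes was fixed by construction. In the Sept. simulation 147 of 200 probes changed 1.5-fold passed the thresholds and 0 after adjustment, against 198 and 149 of 200 changed 4-fold. Leaving out 1 pool pair gave 1212 to 1832 probes in Sept. and 1182 to 3671 in Dec.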

In both lots, the majority of the genes showed up-regulation in the small fish; with 425 up-regulated in the Sept. lot and 146 up-regulated in the Dec. lot. 

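Of the probes past the thresholds, 587 were higher in small Sept. fish and 467 in large Sept. fish, and 711 were higher in small Dec. fish against 936 in large Dec. fish, or 55.7% and 43.2% in small fish. Beyond the genes of Table 1, the named probes with the largest ratios in small Sept. fish included RNA-binding protein 28 at 1.16 (SE 0.18) on the log2 scale, the vesicle transport GTPase rab-10 at 1.16 (SE 0.38), dual specificity phosphatase 1, which switches off MAP kinases, at 1.15 (SE 0.26), and slow skeletal muscle troponin I at 1.15 (SE 0.42). On the side of the large Sept. fish they included methionine adenosyltransferase alpha, which makes S-adenosylmethionine, at -0.82 (SE 0.26), zona pellucida glycoprotein, a protein of the egg envelope, at -0.88 (SE 0.19), fast myotomal muscle troponin-t-1 at -0.83 (SE 0.12), the transcription factor zic 3 at -0.76 (SE 0.23) and a probe named hydroxymethylglutaryl- mitochondrial-like at -0.89 (SE 0.21). Also on that side were the probe for LOC100136930 at -1.04, a probe named for a mitochondrial-like ribosomal protein at -0.93 and topoisomerase II-associated protein PAT1 at -0.86. In small Dec. fish the largest included a probe named aconitate mitochondrial-like at 1.08 (SE 0.18), the endosomal channel mucolipin 3 at 1.08 (SE 0.38), and t-cell immunoglobulin and mucin domain containing protein 4 precursor, a receptor by which macrophages bind dying cells, at 0.99 (SE 0.16), followed by leucine-rich repeat-containing protein 31 at 0.97, snurportin 1 at 0.94 and glycerate kinase-like at 0.91. In large Dec. fish they included a probe named branched-chain-amino-acid cytosolic at -1.67 (SE 0.41), the warm temperature acclimation-related plasma protein of probe A_05_P251959 at -1.09 (SE 0.15), flavin containing monooxygenase 5 at -1.06 (SE 0.26), cyp1a, which oxidizes foreign compounds, at -1.05 (SE 0.27), purine nucleoside phosphorylase at -0.83 (SE 0.22) and a probe named transducer of 1 at -0.80 (SE 0.17). The split depended on the setting. The methods' t-test over 4 arrays gave 57.0% in small Dec. fish, and arrays with the small fish in Alexa Fluor 647 alone gave 42.8% in small Sept. fish.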

A large portion of the sequences, 267 in the Sept. lot and 49 in the Dec. lot, were not identified by either Agilent or Blast2GO and are listed as unknown probe IDs. Throughout the remaining text, genes showing ≥2.4-fold up-regulation are referred to as **highly** or **major** up-regulated genes and represent highly significant differences in gene expression between large and small fish. Within this category, *insulin-like growth factor binding protein 1* (*IGFBP1*) showed major up-regulation in the small Dec. fish compared to the large fish, as well as significant up-regulation in the small Sept. fish (Table 1). In addition, significant up-regulation was also detected in small fish across both lots for the following genes: *protein transport sec61, glutamine synthetase*; *zinc finger protein 568,* and *novel protein human titin*. Similarly, the only gene showing major up-regulation in large Dec. fish compared to small Dec. fish expressed within both lots was *polycystic kidney disease protein 1-like 3 precursor*. However, the gene expression differences were localized to different probe IDs and therefore may represent duplicated or orthologous copies of the gene. 

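IGFBP1, a secreted protein that binds insulin-like growth factors and is made mainly in the liver, was higher in small fish of both lots on the probe of Table 1 (A_05_P489857). Its log2 ratio of small over large fish was 0.70 (SE 0.18) in Sept., with pool pairs at 0.42 and 0.97, and 1.71 (SE 0.18) in Dec., with pool pairs at 1.60 and 1.82, and it was above 0 on all 8 arrays. This is a fold of 1.62 in Sept. and 3.27 in Dec. A second IGFBP1 probe (A_05_P249019) passed the thresholds in Dec. at 0.48 (SE 0.17), with pool pairs at 0.75 and 0.22, and not in Sept. at 0.26 (SE 0.17). After adjustment neither lot passed on the first probe, with an adjusted p of 1.00 in Sept. and 0.990 in Dec. in limma.

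**Figure D1:**
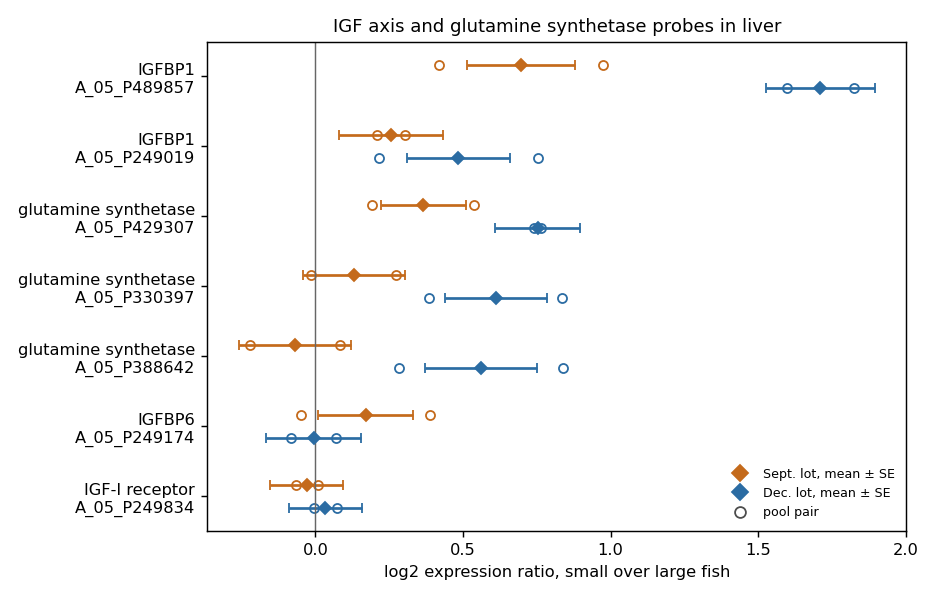
Log2 ratio of small over large fish in liver for 2 IGFBP1 probes, 3 glutamine synthetase probes, IGFBP6 and the IGF-I receptor. Open circles are pool pairs, each the mean of 2 dye-flip arrays, and diamonds are the lot means with standard errors, orange for Sept. and blue for Dec. The IGFBP1 probe of Table 1 lies at 0.70 in Sept. and 1.71 in Dec., while IGFBP6 and the IGF-I receptor lie between -0.03 and 0.17 in both lots.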

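The gamma subunit of sec61, part of the channel that moves new proteins into the endoplasmic reticulum, was higher in small fish by a log2 ratio of 0.86 (SE 0.29) in Sept. and 0.83 (SE 0.29) in Dec., past the thresholds in both. Its Sept. pool pairs lay at 0.33 and 1.40. Glutamine synthetase, which fixes ammonia into glutamine, was measured by 3 probes. The probe in the study's lists of both lots (A_05_P429307) had a log2 ratio of 0.37 (SE 0.14) in Sept., not past the thresholds, and of 0.75 (SE 0.14) in Dec., past them. The other 2 passed the thresholds in Dec., at 0.61 (SE 0.17) and 0.56 (SE 0.19), and lay at 0.13 and -0.07 in Sept. The zinc finger protein of probe A_05_P282062, which carries the domain of many DNA-binding proteins, passed in both lots, at 0.33 (SE 0.13) and 0.63 (SE 0.13). The probe named for titin, the spring protein of muscle fibres, had a log2 ratio of 0.30 (SE 0.21) in Sept., not past the thresholds, and 0.58 (SE 0.21) in Dec., past them, with Dec. pool pairs at 0.22 and 0.94. Both remaining probes of the study's overlap carry no name, and they passed in both lots at 0.63 and 0.60 (A_05_P327417) and at 0.90 and 0.90 (A_05_P454612).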

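Both probes for polycystic kidney disease protein 1-like 3, a large membrane protein of the polycystin family, were lower in small than in large fish on all 8 arrays. The probe of the study's Sept. list (A_05_P299292) passed the thresholds in both lots, with a log2 ratio of small over large fish of -0.73 (SE 0.17) in Sept. and -0.64 (SE 0.17) in Dec. The probe of its Dec. list (A_05_P488952) had -0.38 (SE 0.33) in Sept., not past them, and -1.45 (SE 0.33) in Dec., past them, where the pool pairs lay at -0.80 and -2.10. The difference of the latter between the lots, Sept. minus Dec., was 1.07 (SE 0.44), not past an unadjusted p of 0.05 in limma.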

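On its probe A_05_P414837, lipocalin, a member of a family of secreted carriers of small lipophilic molecules, had a log2 ratio of small over large fish of 1.42 (SE 0.46) in Sept. and -1.93 (SE 0.46) in Dec., past the thresholds in both. All 4 Sept. arrays lay above 0, with pool pairs at 0.98 and 1.86, and all 4 Dec. arrays below 0, with pool pairs at -1.08 and -2.78. The difference between the lots, Sept. minus Dec., was 3.35 (SE 0.62), past an unadjusted p of 0.05 in limma, and its adjusted p over the 33291 probes tested for it was 1.00.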

Interestingly, the same form of *lipocalin precursor* (A_05_P414837) exhibited major up-regulation in both the small Sept. fish and the large Dec. fish. 

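Of 12 probes for hemoglobin, the oxygen carrier of red blood cells, 6 were lower in small Sept. fish and higher in small Dec. fish at the thresholds. The alpha subunit probe A_05_P249524 had a log2 ratio of small over large fish of -0.62 (SE 0.14) in Sept. and 0.66 (SE 0.14) in Dec., and the beta-1 subunit probe A_05_P453042 had -0.61 (SE 0.14) and 0.71 (SE 0.14). Their Sept. pool pairs lay at -0.72 and -0.51 and at -0.63 and -0.59, and the Dec. pool pairs at 0.57 and 0.76 and at 0.84 and 0.57. A further 3 alpha subunit probes passed the thresholds in both lots, at -0.54 in Sept. and 0.73 in Dec., -0.52 in Sept. and 0.78 in Dec. and -0.45 in Sept. and 0.87 in Dec., and so did a second beta-1 probe at -0.42 in Sept. and 0.73 in Dec. Outside the hemoglobins, a fam49a-like probe had -0.45 in Sept. and 0.76 in Dec., with a difference between the lots of -1.21 (SE 0.23), and the homolog of cell division control protein 2, the kinase that starts mitosis, had -0.44 in Sept. and 0.62 in Dec., with a difference of -1.06 (SE 0.19). For the hemoglobin probes A_05_P249524 and A_05_P453042 the difference was -1.28 (SE 0.19) and -1.32 (SE 0.19). Band 3, the anion exchanger of the red blood cell membrane, lay at -0.21 (SE 0.12) in Sept. and 0.57 (SE 0.12) in Dec. Band 3 passed the thresholds in Dec. and not in Sept. Not past the thresholds in either lot were the beta probe A_05_P395622, hba A_05_P332705 at 0.03 and 0.12, and hemoglobin subunit alpha A_05_P441202, and the beta probe A_05_P488772 lay at 0.01 in Sept. and passed in Dec. at 1.11. All 4 differences passed an unadjusted p of 0.05 in limma and none an adjusted p of 0.05.

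**Figure D2:**
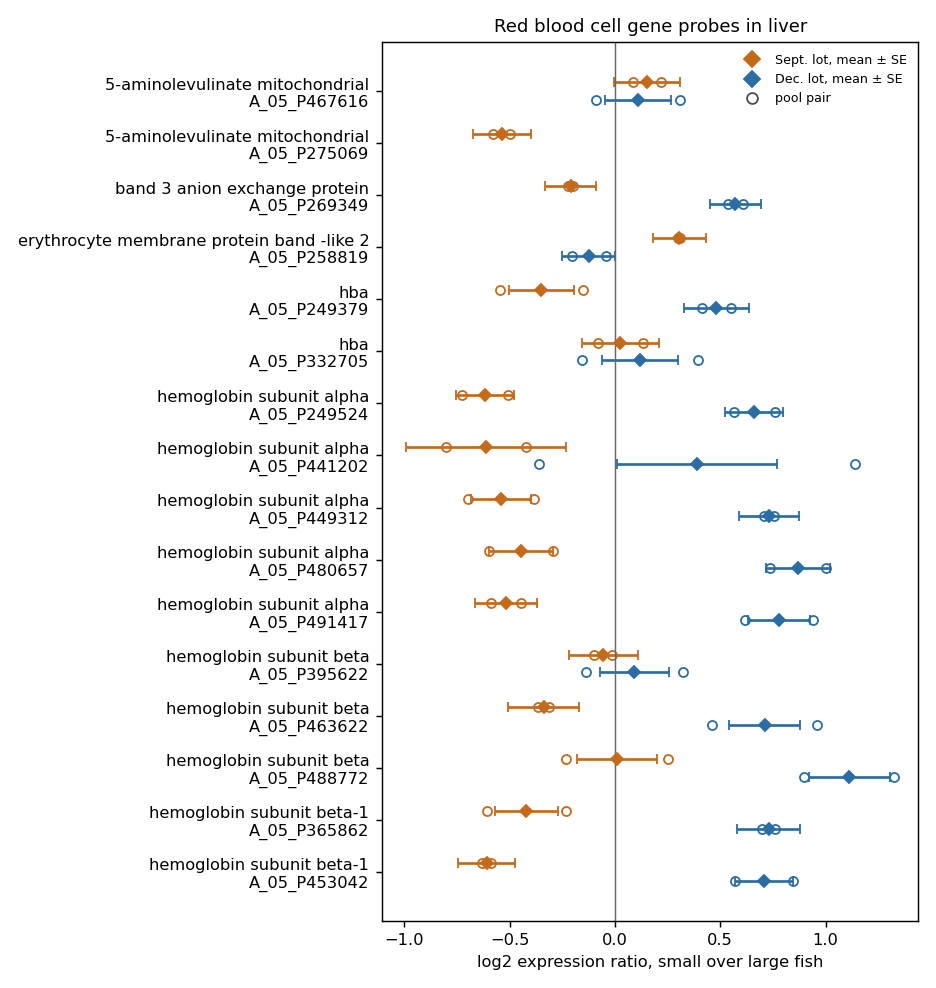
Log2 ratio of small over large fish in liver for the 16 probes named for red blood cell genes. Open circles are pool pairs, each the mean of 2 dye-flip arrays, and diamonds are the lot means with standard errors, orange for Sept. and blue for Dec. Hemoglobin alpha A_05_P249524 lies at -0.62 in Sept. and 0.66 in Dec., while the beta probe A_05_P395622 lies at -0.06 and 0.09.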

Seven probe ID sequences were associated with higher expression in both large and small fish across seasons (Additional file 1: Table S1 and Additional file 2: Table S2).

**Table 1:** Identified genes up-regulated ≥2.4-fold in the liver

**Gene name**	**Gene number**	Fold change*	**p-value†**
***Large Sept. fish***			
Complement C1q-like protein 4 precursor	A_05_P332842	2.994	7.70E-03
Trophoblast glycol	A_05_P341612	2.915	1.67E-03
***Small Sept. fish***			
Glutathione s-transferase p	A_05_P278137	4.709	7.55E-05
Terf1 -interacting nuclear factor 2	A_05_P292537	3.673	3.30E-02
Thioredoxin	A_05_P465152	3.190	1.59E-02
Hemagglutinin/amebocyte aggregation factor precursor	A_05_P250874	3.127	2.51E-02
Beta-galactosyltransferase 1	A_05_P430162	3.034	1.19E-03
Proteasome activator complex subunit 3	A_05_P254864	2.843	4.13E-02
Lipocalin precursor	A_05_P414837	2.673	1.90E-03
***Large Dec. fish***			
Nattectin precursor	A_05_P490962	6.024	4.75E-02
Lipocalin precursor	A_05_P414837	3.817	4.60E-02
Polycystic kidney disease protein 1-like 3 precursor	A_05_P488952	2.732	4.89E-02
Zinc transporter ZIP3	A_05_P372187	2.688	4.66E-02
***Small Dec. fish***			
Insulin-like growth factor binding protein 1	A_05_P489857	3.274	2.88E-04
Delta(14)-sterol reductase	A_05_P304042	2.787	2.66E-02
e3 ubiquitin-protein ligase neurl3-like	A_05_P444687	2.490	3.55E-03

*Fold change is the average difference in expression as measured by the microarray.

†Measures the significance of the difference in expression between the small and large fish.

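In small Sept. fish, glutathione S-transferase P, which couples glutathione to reactive compounds, had a log2 ratio of small over large fish of 2.24 (SE 0.48), with pool pairs at 1.81 and 2.66, and TERF1-interacting nuclear factor 2, a protein of the complex that caps telomeres, had 1.88 (SE 0.35), with pool pairs at 1.16 and 2.59. The 2 arrays of pool pair 2 for the latter lay at 0.51 and 4.67, so that 1 array carries much of this value. Beta-galactosyltransferase 1, which adds galactose to glycans, had 1.60 (SE 0.14), with pool pairs at 1.51 and 1.69. For 3 others the pool pairs lay far apart. They were thioredoxin, which reduces protein disulfides, at 1.67 (SE 0.61) with pool pairs at 0.65 and 2.70, hemagglutinin/amebocyte aggregation factor at 1.64 (SE 0.55) with 0.62 and 2.67, and proteasome activator complex subunit 3 at 1.51 (SE 0.51) with 0.46 and 2.56. In Dec., delta(14)-sterol reductase, an enzyme of cholesterol synthesis, had 1.48 (SE 0.41) with pool pairs at 0.79 and 2.17, the neurl3-like ubiquitin ligase had 1.32 (SE 0.14), and zinc transporter ZIP3 had -1.42 (SE 0.29) with pool pairs at -0.89 and -1.96. All 9 passed the thresholds in these lots. Nattectin, named for a lectin of fish venom, was lower in small Dec. fish on all 4 arrays, with pool pairs at -2.61 and -2.57, and had a log2 ratio of -2.59 (SE 2.54) in limma, whose spread takes in the Sept. pool pairs at -4.62 and 6.29. It did not pass the thresholds in this fit, and fitted on the Dec. lot alone it passed them. The Sept. values of delta(14)-sterol reductase and ZIP3 were 0.74 and -0.23, and the Dec. values of glutathione S-transferase P and TERF1-interacting nuclear factor 2 were 0.48 and 0.14.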

The biological process level 2 GO category with the largest number of up-regulated sequences in both the large and small Sept. fish and the small Dec. fish was ‘cellular process’ (GO:0009987) (Additional file 5: Table S5). A list of the Agilent probe IDs that correspond to the individual GO Level 2 and Level 3 categories is provided in Additional file 6: Table S6 and Additional file 7: Table S7. Cellular process was one of three GO categories to contain identified up-regulated sequences in the large Dec. fish at biological process level 2. At biological process level 3, the ‘cellular metabolic process’ category (GO:0044237), a subcategory of the cellular process category, contained the largest number of up-regulated sequences in the both the large and small Sept. fish and the small Dec. fish (Additional file 8: Table S8). However, no significant differences in the observed number of genes assigned to either the level 2 or level 3 Blast2GO categories were detected between the large and small fish within either lot (Additional file 5: Table S5 and Additional file 8: Table S8).

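Of 20 lists of liver and neighbouring gene groups, fixed before the data were examined, 12 had enough probes named outside the study's liver tables to be tested with camera. Most of these names come from the study's muscle tables (940 probes, against 221 with a platform symbol). Those tables list only probes called between the sizes in muscle of the same fish, so the list members were partly preselected by size. In Sept. the red blood cell genes were lower in small fish (10 probes, median log2 ratio -0.38, adjusted p = 4.2e-04, and adjusted p = 0.733 with an estimated correlation), with 5 of 10 past the thresholds and 4 adjusted over the list alone. Averaging probes with the same name left a median of -0.11 with adjusted p = 0.261, and without Sept. pool pair 1 the median was -0.19 (adjusted p = 0.0436). The proteasome genes, which break down tagged proteins, were higher in small Sept. fish (9 probes, median 0.17, adjusted p = 0.0298, and adjusted p = 0.733 with an estimated correlation), with 0 of 9 past the thresholds and 0 adjusted over the list alone. A further 3 probes, named in the study's liver tables and so left out of the test, passed the thresholds, among them proteasome subunit alpha type-3 at 0.67 (SE 0.14). The median of the 9 tested probes was 0.03 without Sept. pool pair 2 and -0.13 on arrays with the small fish in Alexa Fluor 647 alone. In Dec. the red blood cell genes were higher in small fish (10 probes, median 0.57, adjusted p = 2.1e-06, and adjusted p = 0.472 with an estimated correlation), with 6 of 10 past the thresholds and 6 adjusted over the list alone. With same-named probes averaged the median was 0.205 (adjusted p = 0.0103), and on arrays with the small fish in Alexa Fluor 647 alone 0.34 (adjusted p = 0.0501). The plasma proteins of the complement and acute phase list were lower in small Dec. fish (17 probes, median -0.28, adjusted p = 1.2e-04, and adjusted p = 0.713 with an estimated correlation). Of these, 1 of 17 passed the thresholds, complement component c9 of the membrane attack complex at -0.65 (SE 0.22), and 0 adjusted over the list alone. Apolipoproteins and lipid-binding proteins were lower as well (10 probes, median -0.35, adjusted p = 0.00615, and adjusted p = 0.472 with an estimated correlation), with 2 of 10 past the thresholds, heart fatty acid-binding protein at -0.57 (SE 0.18) and apolipoprotein B-100 on A_05_P255119 at -0.51 (SE 0.18), and 0 adjusted over the list alone. The other apolipoprotein B-100 probe (A_05_P486052) lay at 0.04. Both Dec. medians lay above 0 on arrays with the small fish in Alexa Fluor 555 alone, at 0.34 and 0.11. Without Dec. pool pair 1 the complement list had a median of -0.12 (adjusted p = 0.790), and without Dec. pool pair 2 the apolipoprotein list had -0.18 (adjusted p = 0.602).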

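In the other tested lists few members passed the thresholds in either lot, and none of these lists passed camera. Glycolysis (13 probes) had a median log2 ratio of 0.02 in Sept. and -0.04 in Dec., with 0 and 1 members past the thresholds. Gluconeogenesis and amino acid breakdown (7 probes) had -0.12 and -0.16, with 0 and 1 past them. Chaperones and proteins of the endoplasmic reticulum (6 probes) had 0.20 and 0.01, with 0 and 0. Ribosomal proteins (17 probes in Sept., 15 in Dec.) had 0.11 and -0.03, with 0 and 1. Antioxidant enzymes (11 probes) had 0.11 and -0.14, with 1 and 2. Interferon and innate immune genes (14 probes in Sept., 13 in Dec.) had 0.01 and -0.11, with 1 in each lot. Skeletal muscle contractile genes (24 probes) had -0.00 and 0.07, with 1 and 0, and leukocyte genes (5 probes) had 0.16 and -0.12, with 0 and 0. Adjusted p from camera lay between 0.129 and 0.943 in Sept. and between 0.138 and 0.964 in Dec. for these lists and for 3 medians not given above, those of the complement and acute phase list (0.02) and the apolipoprotein list (-0.19) in Sept. and of the proteasome list (0.13) in Dec. Adjusted over the list alone, 1 interferon and innate immune probe passed in Sept. and none of the others in either lot.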

#### Effects of season (lot)

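Trophoblast glycoprotein, a leucine-rich repeat protein of the cell surface, was higher in large fish of both lots, with a log2 ratio of small over large fish of -1.54 (SE 0.29) in Sept. and -1.84 (SE 0.29) in Dec., below 0 on all 8 arrays. In all, 42 probes were higher in large fish at the thresholds in both lots, of which 13 have a gene name. They include RNA-binding protein 45 at -0.57 (SE 0.18) and -1.38 (SE 0.18), formiminotransferase cyclodeaminase, which feeds histidine carbon into the folate pool, at -0.80 (SE 0.17) and -0.55 (SE 0.17), the inter-alpha-trypsin inhibitor heavy chain h3-like protein of plasma at -0.57 in Sept. and -0.56 in Dec., the clock-linked repressor class e basic helix-loop-helix protein 40 at -0.61 in Sept. and -0.51 in Dec. and 1 of the probes for enolase 3-2 at -0.67 in Sept. and -0.55 in Dec. The others are sarcosine mitochondrial, ist1 homolog, sun domain-containing protein 1, ras-related and estrogen-regulated growth inhibitor, fast myotomal muscle troponin-t-1, polycystic kidney disease protein 1-like 3 on its probe A_05_P299292 and a probe whose name gives no gene (A_05_P269860). Lists of the same sizes that were independent of each other would share 7.55 probes. The spread shared by both lots favors probes of low spread in both, so 7.55 is not the number expected with no size effect. Each lot fitted alone in limma gave 43 against 9.79, the methods' t-test over 4 arrays 8 against 2.10, and the same test over 2 pool pairs 1 against 1.21. With each lot fitted alone, the overlaps in opposite directions also exceeded those of independent lists, at 15 against 6.33 and 18 against 10.2. An excess was thus not particular to the same direction.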

None of the probe ID targets demonstrated significant up-regulation in large fish across both the Sept. and Dec. lots (Additional file 1: Table S1 and Additional file 3: Table S3), with the exception of *polycystic kidney disease protein 1-like 3 precursor* (mentioned above). However, 7 probe IDs were consistently associated with significant up-regulation across both lots within the small fish (Figure 4) (Additional file 2: Table S2 and Additional file 4: Table S4). Similarly, no significant differences in the distribution of genes assigned to various level 2 and 3 GO categories were found between the large fish in the Sept. and Dec. lots and the small fish in the Sept. and Dec. lots (Additional file 5: Table S5 and Additional file 8: Table S8).

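In small fish 29 probes were higher at the thresholds in both lots, against 6.19 expected of independent lists of the same sizes. The 10 with a gene name include 3 of cholesterol synthesis, isopentenyl-diphosphate isomerase 1 at a log2 ratio of 0.92 (SE 0.28) in Sept. and 1.02 (SE 0.28) in Dec. and 2 lathosterol oxidase-like probes at 0.68 and 0.68 and at 0.64 and 0.67. On the Dec. arrays with the small fish in Alexa Fluor 647 alone these 3 lay below 0, at -0.22, -0.07 and -0.24. Uridine phosphorylase 2, which splits uridine, lay at 0.76 (SE 0.16) in Sept. and 0.53 (SE 0.16) in Dec., cyclin-dependent kinase 7, a kinase of cell cycle and transcription, at 0.50 in Sept. and 0.53 in Dec., ADP-ribosylation factor-like protein 4d at 0.48 in Sept. and 0.35 in Dec. and protein arginine n-methyltransferase 7-like at 0.65 in Sept. and 0.64 in Dec. The other 3 are IGFBP1, the sec61 gamma subunit and the zinc finger protein of probe A_05_P282062. As the spread is shared by both lots, the expected number is not that of no size effect. With each lot fitted alone there were 24 against 6.63 expected, with the methods' t-test over 4 arrays 4 against 2.98, and over 2 pool pairs 2 against 1.14. Fitted alone, the lots also shared more probes in opposite directions than independent lists would, at 15 against 6.33 and 18 against 10.2.

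**Figure D3:**
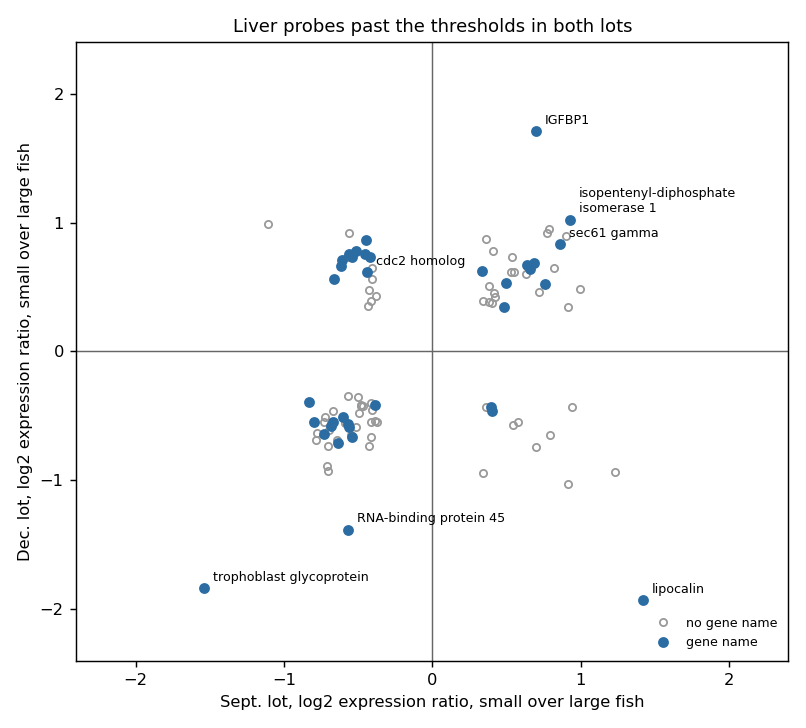
Log2 ratio of small over large fish in Sept. (horizontal) against Dec. (vertical) for the probes past the thresholds in both lots. Filled points carry a gene name and open points do not. The upper right holds the 29 probes higher in small fish in both lots, the lower left the 42 higher in large fish in both, and IGFBP1 lies at 0.70 and 1.71.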

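When the size effect of each tested list was compared between the lots, the red blood cell genes and the complement and acute phase genes differed. The median difference, Sept. minus Dec., was -0.99 for the red blood cell genes (10 probes, adjusted p = 1.0e-07 from camera, and adjusted p = 0.485 with an estimated correlation) and 0.28 for the complement and acute phase genes (17 probes, adjusted p = 0.00119, and adjusted p = 0.598 with an estimated correlation). Of the first list 6 of 10 members differed at an unadjusted p of 0.05 and 6 adjusted over the list alone, and of the second 0 of 17 and 0. Among its members, complement c4 had a log2 ratio of small over large fish of 0.23 (SE 0.19) in Sept. and -0.38 (SE 0.19) in Dec. and c1 inhibitor, which restrains the first step of complement, had 0.07 (SE 0.25) and -0.53 (SE 0.25), with neither past the thresholds in either lot. In every pool pair complement c4 lay below 0 with the small fish in Alexa Fluor 647 and above 0 in Alexa Fluor 555. The complement list had Dec. medians of -0.79 and 0.34 in these orientations, and -0.30 in Alexa Fluor 647 in Sept. Its difference between the lots is small beside that between the dyes in Dec. Leukocyte genes had a median difference of 0.41 (5 probes, adjusted p = 0.0765) and apolipoproteins and lipid-binding proteins of 0.25 (10 probes, adjusted p = 0.157). For the other lists adjusted p lay between 0.226 and 0.898.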

**Figure 4:**
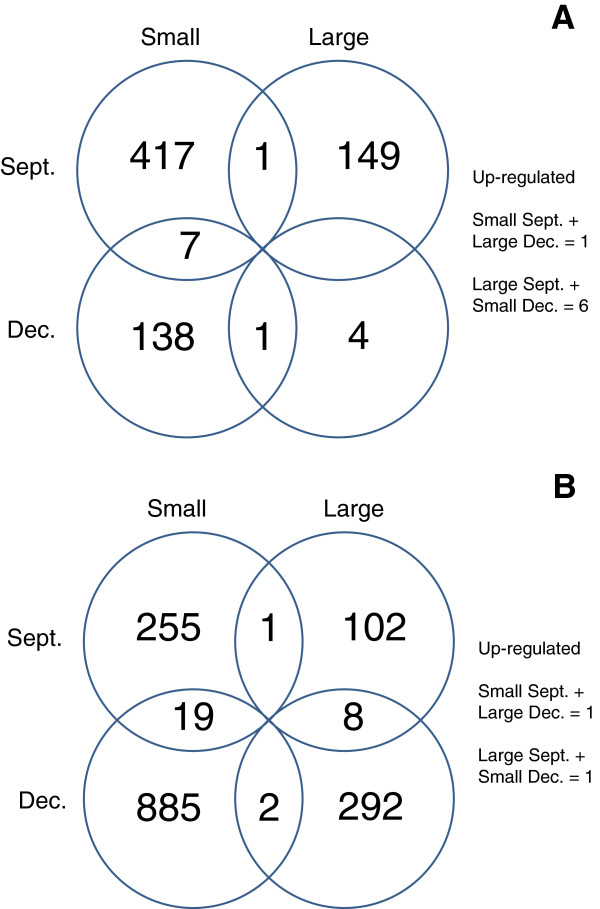
**Venn diagrams showing the number of genes up-regulated in large and small fish.** Genes up-regulated in large and small fish and common to each size class across seasons, as well as shared between size classes within a season for liver **(A)** and white muscle **(B)** tissue. Not shown is the fact that 6 genes were shared between large Sept. and small Dec. fish, and 1 gene was shared between small Sept. and large Dec. fish in liver tissue. In white muscle, 1 gene was shared between large Sept. and small Dec. fish, and 1 gene was shared between small Sept. and large Dec. fish.

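Lower in small Sept. fish and higher in small Dec. fish at the thresholds were 19 probes, against 5.90 expected of independent lists of the same sizes (Fisher's exact test, 2-sided p = 9.3e-06, adjusted p = 1.2e-05). Of these, 10 have a gene name. They are the 6 hemoglobin subunit probes, fam49a-like, the cell division control protein 2 homolog, septin-7, a filament protein of dividing cells, at a log2 ratio of -0.66 (SE 0.21) in Sept. and 0.56 (SE 0.21) in Dec., and a senescence-associated protein at -0.56 (SE 0.18) and 0.76 (SE 0.18). In the opposite direction were 12 probes, against 7.92 expected (Fisher's exact test, 2-sided p = 0.145, adjusted p = 0.145), of which 3 have a name. They are lipocalin, lamina-associated polypeptide isoforms beta gamma-like, named for a protein of the nuclear envelope, at 0.39 (SE 0.12) and -0.43 (SE 0.12), and the serine/threonine kinase 17a at 0.40 (SE 0.14) and -0.46 (SE 0.14). The p-values are adjusted over the 4 overlaps tested, of which the others, in the same direction in both lots, gave adjusted p = 1.5e-11 for small fish and 7.8e-19 for large fish, with probes counted as if independent and with the spread shared by both lots, which favors passing in both. The contrast between the 2 opposite directions depended on the setting. With each lot fitted alone in limma the first had 15 probes against 6.33 expected and the second 18 against 10.2. With the methods' t-test over 4 arrays they had 5 probes against 2.80 expected (exact test, p = 0.210) and 6 against 2.23 (p = 0.0255), over 2 pool pairs 0 against 1.13 and 1 against 1.22, and the direction with 12 probes had p = 0.0458 with robust estimation, 0.0124 on probes with values on all 8 arrays and 5.6e-08 (34 against 11.9) on probes on at least 1 array of each pool pair. Leaving out 1 pool pair gave 13 to 52 probes in the first direction and 11 to 89 in the second.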

### Muscle

#### Effects of body size

In muscle, 386 sequences were differently expressed between large and small fish in the Sept. lot and 1208 sequences were differently expressed in the Dec. lot (Additional file 9: Table S9, Additional file 10: Table S10, Additional file 11: Table S11 and Additional file 12: Table S12). The majority of genes showed up-regulation in the small fish compared to the large fish with 275 up-regulated in the small Sept. fish and 906 up-regulated in the small Dec. fish (Additional file 10: Table S10). Eighty-five and 543 sequences were unidentified in the Sept. and Dec. lots, respectively (Additional file 11: Table S11 and Additional file 12: Table S12). Representatives of the highly up-regulated genes in large fish compared to small fish in both the Dec. and Sept. lots are: *fibrinogen gamma chain* and *polypeptide* genes, *HIG1 domain family member 2a, max protein, DNA-damage-inducible transcript 4-like protein, ADP/ATP tanslocase 2,* C*1 inhibitor*, and *mgc821112 protein* (Table 2). Similarly, highly up-regulated genes in small fish compared to large fish within at least one lot are: *parvalbumin 2; parvalbumin beta-2; glyceraldehyde-3-phosphate dehydrogenase; thrombospondin 2,* and *myosin heavy chain.* In total, 8 probe ID targets demonstrated significant up-regulation in large fish in both the Sept. and Dec. lots (Additional file 9: Table S9 and Additional file 11: Table S11), and 19 probe IDs were linked to significant up-regulation in small fish across both seasonal lots (Additional file 10: Table S10 and Additional file 12: Table S12). Two unnamed probe IDs gave inconsistent size associations (i.e., associated with higher expression in both large and small fish across lots) (Additional file 11: Table S11 and Additional file 12: Table S12). Certain gene classes also exhibited significantly higher up-regulation in both large and small fish within or between seasonal lots. These genes are likely representative of different ortholgous and/or paralogous copies (i.e. they possess different probe ID designations in the large and small fish) of the same gene class and include: *ADP/ATP translocase, complement C1q-like protein 4 precursor, alpha actin*, and *middle subunit protein*.

**Table 2:** Named genes up-regulated in ≥2.4-fold the white muscle

**Gene name**	**Gene number**	Fold change*	**p-value†**
***Large Sept. fish***			
Max protein	A_05_P478412	5.618	4.14E-03
DNA-damage-inducible transcript 4-like protein	A_05_P249334	5.128	9.71E-04
ADP/ATP translocase 2	A_05_P276614	4.000	8.42E-03
Complement C1q-like protein 4 precursor	A_05_P332842	3.891	9.94E-03
HIG1 domain family member 2a	A_05_P433247	2.801	3.92E-02
Polycystic kidney disease protein 1-like 3 precursor	A_05_P299292	2.717	7.16E-03
C-type lectin	A_05_P249684	2.646	1.13E-02
Fibrinogen gamma chain	A_05_P480537	2.625	3.06E-02
Fibrinogen gamma chain	A_05_P364872	2.584	3.24E-02
40s ribosomal protein s30	A_05_P377337	2.558	7.26E-03
Cathepsin m precursor	A_05_P251889	2.525	8.39E-03
Fibrinogen alpha chain	A_05_P332052	2.506	1.24E-02
Beta-enolase-like isoform 1	A_05_P482637	2.500	4.06E-02
Retinol-binding protein 2	A_05_P254734	2.481	2.03E-02
Fibrinogen gamma chain	A_05_P464657	2.463	1.82E-02
Trichohyalin	A_05_P439982	2.433	2.17E-02
Complement C1q-like protein 2 precursor	A_05_P252174	2.404	1.23E-02
***Small Sept. fish***			
Parvalbumin 2	A_05_P423182	6.722	8.14E-04
Calcium-binding and coiled-coil domain-containing protein 1 isoform 2	A_05_P276634	5.305	3.25E-05
Parvalbumin beta-2	A_05_P429727	3.595	1.67E-03
Glyceraldehyde-3-phosphate dehydrogenase	A_05_P419277	3.542	1.31E-04
Thrombospondin 2	A_05_P322687	3.014	2.58E-02
Calcium binding and coiled-coil domain like	A_05_P276654	2.971	8.67E-04
Myosin heavy chain	A_05_P393052	2.682	1.37E-02
Alpha actin	A_05_P449267	2.550	9.65E-04
***Large Dec. fish***			
Fibrinogen gamma polypeptide	A_05_P450362	25.126	1.71E-02
C1 inhibitor	A_05_P475617	4.717	3.85E-02
HIG1 domain family member 2a	A_05_P368647	4.049	3.85E-02
mgc82112 protein	A_05_P250149	3.831	2.60E-02
Transcription factor jun-b	A_05_P266894	3.759	3.03E-02
Butyrate response factor 1	A_05_P376337	3.559	1.17E-02
Fucolectin-4 precursor	A_05_P463327	3.436	4.43E-02
Iron zinc purple acid phosphatase-like	A_05_P411342	3.344	4.52E-02
Transketolase	A_05_P414317	3.333	4.38E-02
Lysosome membrane protein 2-like	A_05_P413782	3.247	3.45E-02
Lactate dehydrogenase b	A_05_P444697	3.115	4.38E-02
Eukaryotic translation elongation factor 1 alpha 1	A_05_P362822	2.976	3.11E-02
Acidic mammalian chitinase-like	A_05_P391302	2.941	3.58E-02
Growth arrest and dna-damage- beta	A_05_P409552	2.841	1.08E-02
Lipoprotein lipase	A_05_P429962	2.778	1.58E-02
Neutral alpha-glucosidase ab-like	A_05_P259469	2.688	3.22E-02
Max protein	A_05_P478412	2.681	2.36E-02
Metallothionein	A_05_P249474	2.674	2.70E-02
Delta-6 fatty acyl desaturase	A_05_P248839	2.653	4.06E-02
Flavin reductase	A_05_P418547	2.632	2.75E-02
Eukaryotic translation elongation factor 1 alpha 1	A_05_P449262	2.618	3.06E-02
Lctacalcin	A_05_P488907	2.611	1.49E-02
Liver-expressed antimicrobial peptide 2	A_05_P475047	2.571	3.33E-02
BolA-like protein 2	A_05_P336112	2.564	1.38E-02
Annexin a1	A_05_P287152	2.506	1.91E-02
Cathepsin d	A_05_P251434	2.500	1.02E-02
Purine nucleoside phosphorylase	A_05_P415112	2.494	2.04E-02
Eukaryotic translation elongation factor 1 alpha 1	A_05_P454907	2.488	3.53E-02
Heat shock protein 90	A_05_P249734	2.457	3.06E-02
Litaf-like protein	A_05_P486262	2.457	4.47E-02
Alpha actin	A_05_P423987	2.451	1.28E-02
Xylose isomerise	A_05_P277217	2.439	1.64E-02
Middle subunit	A_05_P434332	2.427	3.47E-02
Uncharacterized protein C8orf4 homolog	A_05_P262634	2.410	2.26E-02
***Small Dec. fish***			
rRNA promoter binding protein	A_05_P425972	5.474	7.07E-03
Myosin light chain 3-like	A_05_P248844	4.690	1.29E-03
Myosin heavy chain	A_05_P277167	4.167	3.87E-03
rRNA promoter binding protein	A_05_P393707	3.572	9.75E-04
Tropomyosin 2	A_05_P488277	3.453	2.01E-02
Troponin T, cardiac muscle	A_05_P255254	3.386	1.04E-02
Troponin slow skeletal muscle	A_05_P277927	3.332	7.86E-03
Tropomyosin 3	A_05_P377692	3.075	1.33E-02
Parvalbumin 2	A_05_P423182	3.032	3.13E-02
Parvalbumin beta-2	A_05_P429727	2.982	1.82E-02
Eukaryotic translation elongation factor 1 epsilon 1	A_05_P468757	2.899	4.73E-03
Tropomyosin partial	A_05_P336882	2.894	7.12E-03
Senescence-associated protein	A_05_P262709	2.819	1.64E-03
Myosin binding protein cardiac	A_05_P277492	2.688	3.53E-03
Keratin-associated protein 10-4	A_05_P485782	2.441	3.35E-03

*Fold change is the average difference in expression as measured by the microarray.

†Measures the significance of the difference in expression between the small and large fish.

The biological process level 2 GO category with the largest number of up-regulated sequences in the large Sept. and Dec. fish was ‘metabolic process’ (GO:0008152) while ‘cellular process’ (GO:0009987) contained the highest number of up-regulated sequences in both the small Sept. and Dec. fish (Additional file 13: Table S13). A list of the Agilent probe IDs that correspond to the individual GO Level 2 and Level 3 categories is provided in Additional file 14: Table S14 and Additional file 15: Table S15. However, the category with the second largest number of up-regulated sequences in the large Sept and Dec. fish was ‘cellular process’ and in the small Sept. and Dec. fish was ‘metabolic process’ indicating similarity in function across both size groups. At biological process level 3, the two categories with the greatest number of up-regulated sequences in the large Dec. fish and the large and small Sept. fish were ‘primary metabolic process’ (GO:0044238) and ‘regulation of biological process’ (GO:0050789), respectively (Additional file 16: Table S16). The ‘regulation of biological process’ and ‘primary metabolic process’ categories contained the largest and second largest number of up-regulated sequences in the small Dec. fish.

At biological process GO level 2, significant differences in the observed distribution of GO category gene counts were detected for the ‘localization’ (GO:0051179) category, when the number of up-regulated sequences in the large Sept fish were compared to those in the small Sept. fish (Figure 5). Genes in the ‘localization’ category accounted for 11.8% and 5.3% of the total genes in the large and small Sept. fish, respectively (Additional file 13: Table S13). No differences in the observed gene distributions were found between the small and large Dec. fish or when the large and small fish were compared to those of the same size in different lots. At biological process GO level 3, significant differences in observed counts with at least a 5% difference in the proportion of gene expression were observed for the following GO categories: ‘response to stress’ (GO:0006950); ‘response to external stimulus’ (GO:0009605); and ‘establishment of localization’ (GO:0051234), when the number of sequences up-regulated in large Sept. fish were compared to the sequences up-regulated in the small Sept. fish (Figure 5). In the large Sept. fish, genes in the ‘response to stress’, ‘response to external stimuli’, and ‘establishment of localization’ made up 9.3%, 8.2%, and 10.5% of the total number of genes, respectively. In the small Sept. fish these categories contained 4.1%, 2.2%, and 4.4%, respectively, of the total number of genes assigned to GO categories in this size class. No significant difference in GO distribution was seen between the large and small Dec. fish.

**Figure 5:**
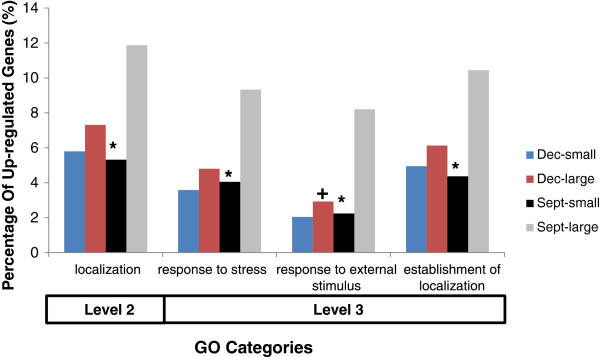
**Significant Gene Ontology term distributions in the white muscle.** GO terms in the white muscle for biological process levels 2 and 3. Significant deviation from the expected number of sequences (total sequences in a category related to total up-regulated sequences), as determined by the G-test for heterogeneity, between the two data sets are marked as significant. Only terms differing by at least 5% are considered significantly different. Asterisks indicate proportionate counts that are significantly higher in large Sept. compared to small Sept fish. Crosses indicate proportionate counts that are significantly higher in large Sept. compared to large Dec. fish. Additional GO terms corresponding to the GO ids shown are listed in Additional file 15: Table S15 and Additional file 16: Table S16.

#### Effects of season (lot)

The distribution of differentially expressed genes in GO category, ‘response to external stimulus’ differed significantly between the large Dec. and Sept. fish. Genes in this category made up 8.2% of the total genes in the large Sept. fish and 2.9% of the total genes in the large Dec. fish. No differences in the observed distribution of differentially regulated genes were detected between the small Sept. and Dec. fish. A list of the specific gene probe IDs and their associated gene functions for the GO level 3 categories that show significant differences between large and small Sept. fish and with the largest number of gene differences (i.e., ‘response to external stimulus’, ‘establishment of localization’, and ‘response to stress’), are shown in Additional file 17: Table S17, Additional file 18: Table S18 and Additional file 19: Table S19, respectively. Differences between large fish in Dec. and Sept. lots for ‘response to external stimulus’ are shown in Additional file 17: Table S17. Significant differences in the relative percentage of counts between level 2 and 3 GO categories at the 5% level of differentiation are shown in Figure 5.

### Validation of microarray results with qPCR

The expression of the 3 genes in the muscle and 3 genes in the liver measured by qPCR confirmed the microarray results (Figure 6). Five of the six genes showed statistically significant changes in the small fish compared to the large fish. The remaining gene, *IGF1BP*, had a p value of 0.07 for the qPCR result but showed the same direction of change and was of a similar magnitude as the microarray results. Additional comparisons among other genes with significant expression differences detected in this study were further supported by RNAseq expression profiles of individual large and small fish used in the microarray analysis (unpublished data).

**Figure 6:**
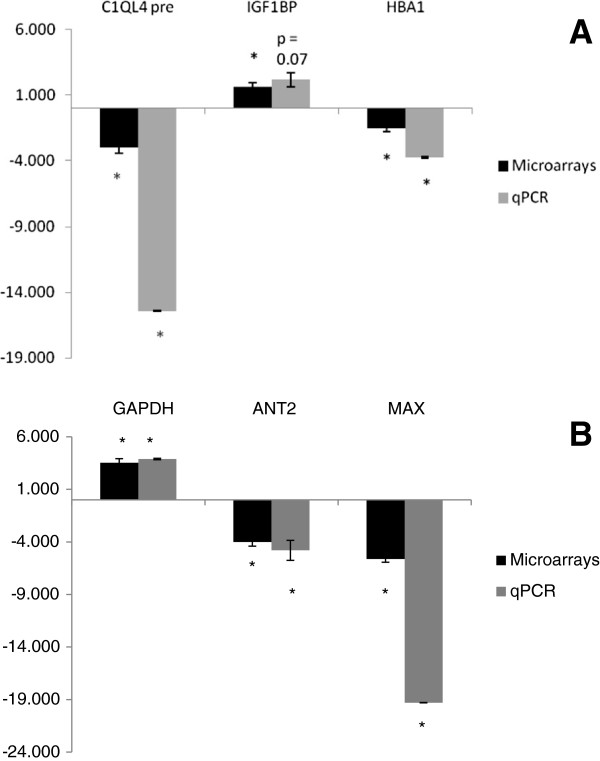
**Quantitative real-time PCR confirmation of differential expression.** In small vs. large fish (i.e. small: large expression ratios shown) in the Sept. lot for differentially expressed genes identified by microarray analysis (left panel) and by qPCR (right panel) in the **A)** liver: complement C1q-like protein 4 precursor (C1QL4), insulin-like growth factor 1 binding protein (IGF1BP), and hemoglobin subunit alpha (HBA1) and **B)** muscle: glyceraldehyde-3-phosphate dehydrogenase (GAPDH), adp/atp translocase 2 (ANT2), max protein (MAX). (*Significantly different when the large fish were compared to the small fish by a t-test, P ≤ 0.05).

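On the Sept. liver arrays, complement C1q-like protein 4, a secreted protein with a C1q domain, was lower in small than in large fish on all 4 arrays. Its log2 ratio of small over large fish was -1.58 (SE 0.91) in limma, with pool pairs at -1.39 and -1.78. The spread shared by both lots takes in its Dec. pool pairs, at 0.83 and -3.06, and it did not pass the thresholds in this fit, while fitted on the Sept. lot alone it passed them. Of the IGFBP1 probes, A_05_P489857 was higher in small fish on 4 of 4 Sept. arrays and A_05_P249019 on 3 of 4. For hemoglobin subunit alpha, the probe A_05_P441202 had -0.61 (SE 0.38) and was lower in small fish on 4 of 4 arrays, with pool pairs at -0.42 and -0.80, and the hba probes A_05_P249379 and A_05_P332705 had -0.35 (SE 0.15) and 0.03 (SE 0.18). None of these 3 passed the thresholds in limma. Other hemoglobin subunit alpha probes did, all lower in small Sept. fish: A_05_P249524 at -0.62, A_05_P449312 at -0.54, A_05_P491417 at -0.52 and A_05_P480657 at -0.45.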

## Discussion

The patterns of differential gene expression between small and large rainbow trout derived from two seasonal spawning groups were more consistent in white muscle than in liver. As a result, the following discussion largely focuses on patterns seen in white muscle. 

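In liver, named genes whose size effect differed between the lots at an unadjusted p of 0.05 include purine nucleoside phosphorylase, an enzyme of purine salvage, with a difference in log2 ratio, Sept. minus Dec., of 1.39 (SE 0.30), the transcription factor jun-b with 0.92 (SE 0.18), RNA-binding protein 28 with 1.12 (SE 0.25), aconitate mitochondrial-like with -0.97 (SE 0.24) and leucine-rich repeat-containing protein 31 with -0.96 (SE 0.21). In Dec., jun-b turned with the dye in both pool pairs. It lay at -1.04 and -0.86 with the small fish in Alexa Fluor 647 and at 0.73 and 0.38 in Alexa Fluor 555. The SE, taken after a dye flip is averaged, leaves this spread out. For the sec61 gamma subunit the difference was 0.03 (SE 0.39) and for sarcosine mitochondrial -0.10 (SE 0.18), neither past that limit. Over the 33291 probes measured in both lots, the mean log2 ratios of Sept. and Dec. had a Pearson correlation of 0.0553 and a Spearman correlation of 0.0551 across probes, which are not independent replicates. Within a lot the correlation between the 2 pool pairs was -0.000503 in Sept. and -0.0828 in Dec. Restricted to arrays with the small fish in Alexa Fluor 647 the correlation between the lots was 0.390, and with Alexa Fluor 555 it was 0.324. Arrays of 1 orientation keep any dye effect common to both lots, so these 2 values do not measure shared size effects. In limma no probe's size effect differed between the lots at an adjusted p under 0.05, and 1149 differed at an unadjusted p of 0.05.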

Our initial prediction that genes related to carbohydrate and lipid metabolism would be more highly up-regulated in larger rainbow trout compared to smaller fish sampled in two seasons was not universally observed. Both carbohydrate and lipid metabolic processes are child terms within the primary metabolic process level 3 GO category. This category had a fairly even distribution of up-regulated genes assigned to it, across both size groups and both sampling seasons. Nonetheless, certain white muscle genes such as *lactate dehydrogenase*, were highly up-regulated in large fish from both seasons, as was *pyruvate kinase* expression in Sept. fish. Many lipid regulating genes were also more highly expressed in large fish compared to small fish and these included several apolipoproteins, fatty acid binding proteins, *adipose differentiation related protein, lipoprotein lipase*, and retinol binding protein genes. This latter observation is consistent with the finding that retinoic acid activates myogenesis in zebrafish [34].

Genes for cytoskeleton and myofibrillar components were often differentially expressed between large and small fish but the patterns did not conform to simple expectations. The proportion of differentially expressed genes assigned to cytoskeletal structure, anatomical structure development, biosynthetic process, cellular development process, and organelle organization did not differ significantly between size groupings. In fact, there was a tendency for smaller fish to have a greater proportion of white muscle genes assigned to these categories compared to large fish. The finding that myofibrillar component genes such as *titin, myosin light chain 3*, several actins, *xin-actin-binding repeat containing protein c2, actinin*, several tropomyosins, *myosin heavy chain* and troponin genes were highly up-regulated in smaller fish was unexpected. In contrast, we observed up-regulation for different copies of a *myosin heavy chain, alpha actin, troponin I,* and *myosin light chain 1* in large fish. Previous studies in fish have not determined a clear pattern in *actin* or *myosin* expression relative to growth. Both actin and myosin genes have shown down-regulation in rainbow trout treated with GH [21] and experiencing muscle wastage [7]. Connective tissue components such as keratins, collagens, fibronectins, amyloids, and ictacalcins were also more highly expressed in the larger fish. Thus, the finding that some cytoskeletal organization and assembly genes (e.g. *telethonin*) and connective tissue genes were up-regulated in large fish is consistent with predictions. However, it was also found that different members of the same gene family such as the t-complex assembly proteins were either up- or down-regulated in small fish. Hence, while the expression of individual genes demonstrated relationships with body size, the overlapping nature of their assignments within GO categories restricted the detection of significant differences between the size classes examined.

### Effect of body size across seasons

#### Liver

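The somatotropic axis is the hormone system through which growth hormone and insulin-like growth factors drive growth. The list written for it holds 5 liver probes, of which 1 in Sept. and 2 in Dec. passed the thresholds, all for IGFBP1. IGFBP6, which binds insulin-like growth factor II, had a log2 ratio of small over large fish of 0.17 (SE 0.16) in Sept. and -0.01 (SE 0.16) in Dec. The IGF-I receptor had -0.03 (SE 0.12) and 0.03 (SE 0.12). Insulin gene enhancer protein isl-1, a transcription factor of the insulin gene that came into the list by its name, had 0.26 (SE 0.17) and 0.08 (SE 0.17). None of these 3 passed the thresholds in either lot. Outside the list, and added after its values were seen, ghr1, the growth hormone receptor (A_05_P249629), had -0.15 (SE 0.32) in Sept. and 0.22 (SE 0.32) in Dec., and the binding protein-related igfbprp1 (A_05_P249194) had -0.06 (SE 0.21) and -0.37 (SE 0.21), not past the thresholds. No probe is named for growth hormone, IGF-I or IGF-II in the annotation, which gives a symbol for 221 probes, or in the tables of the study. The paper states that the array can measure these genes, but without named probes they were not examined here.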

Contrary to predictions, we did not observe major differences in the expression of the somatotropin axis genes in liver with the singular exception that *IGFBP1* was up-regulated in small fish from both the Sept. and Dec. lots. As IGF-I stimulates muscle growth [35], the binding of a greater portion of the IGF by IGFBP1 in the small fish may have contributed to decreased growth. Indeed, overexpression of *IGFBP* in grass carp, *Ctenopharyngodon idella,* embryos causes phenotypes that resemble hypoxia-induced developmental delay and growth retardation [36]. In addition, the increased expression of IGF binding proteins might reflect increased protein catabolism as shown in Atlantic salmon, *Salmo salar*[37], which could also be a contributing factor in decreased growth in the small fish. While other studies have identified expression differences in the liver for genes in a variety of categories, including lipid and carbohydrate metabolism, immunity, transcription, and growth regulation [21,26], they compared GH-treated fish to control or GH-transgenic and domestic populations to wildtype fish. Thus, our results may not be directly comparable to these previous studies given that we only examined growth in domesticated rainbow trout reared in typical and unaltered culture conditions.

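The 150 probes that the study lists as higher in large Sept. fish can be followed in Dec., where they played no part in being chosen. Of the 141 measured there, 100 were on the side of the large fish and the median log2 ratio of small over large fish was -0.28 (camera, adjusted p = 4.2e-07, and adjusted p = 0.352 with an estimated correlation). At the thresholds 21 were higher in large Dec. fish and 9 in small Dec. fish, and 0 passed when adjusted over the list alone. Among the former are trophoblast glycoprotein and RNA-binding protein 45, and among the latter 4 hemoglobin subunit probes. The median was -0.03 in Dec. pool pair 1 and -0.32 in pool pair 2, and without pool pair 2 the adjusted p was 0.579. The study's list of large Dec. fish holds 5 probes. In Sept. their median was -0.10 (camera, adjusted p = 0.918), and their mean was 0.31, with lipocalin past the thresholds on the side of the small fish. In their own lot 83 of the 150 Sept. probes and 4 of the 5 Dec. probes passed in limma, which is not independent evidence since the study chose them there.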

The limited number of instances where large fish showed up-regulation of genes compared to small fish in liver restricted our ability to find consistent patterns across seasons. In fact, our search for size-specific consistency in liver expression profiles across seasons was largely limited to patterns observed in smaller fish. In addition to *IGFBP1*, levels of *zinc finger protein 568* and *glutamine synthetase* (GS) expression were elevated in small fish sampled from both seasons. This supports our prediction that genes for signaling and transcriptional activity would be up-regulated in small fish. 

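The 425 probes that the study lists as higher in small Sept. fish had a median log2 ratio of small over large fish of -0.02 in Dec. (389 probes, camera, adjusted p = 0.753), where 178 of 389 lay above 0. At the thresholds 25 of them were higher in small Dec. fish, among them isopentenyl-diphosphate isomerase 1 and uridine phosphorylase 2, and 14 in large Dec. fish, among them lipocalin, and 0 passed when adjusted over the list alone. The 146 probes listed for small Dec. fish had a median of 0.04 in Sept. (141 probes, adjusted p = 0.375), where 88 of 141 lay above 0, with 7 past the thresholds in small Sept. fish and 9 in large Sept. fish. In their own lot, where the study chose them and their direction is not independent evidence, 168 of 424 Sept. probes and 136 of 146 Dec. probes passed in limma, all with the sign the study gives.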

Although GS does not directly modulate RNA polymerase II activity in a fashion similar to zinc finger proteins, GS modulates glutamate to glutamine pools in muscle and liver. Glutamate:glutamine ratios can influence muscle homeostasis, via the regulation of metabolism in response to intracellular energy states, and these ratios can vary in response to stress and nutritional levels [38].

#### White muscle

Classification of gene expression profiles in muscle also revealed associations between blood and energy production, calcium metabolism, and stress and immune function between large and small fish. Genes involved in blood and energy production and immune function were up-regulated in large fish relative to small fish while the opposite was true for genes related to calcium metabolism. Genes involved in the clotting process (*fibrinogen gamma polypeptide;* 4 fibrinogen sequences*, C1 inhibitor)*[39] and energy production (*HIG1 domain family member 2a, ADP/ATP translocase 2)*[40,41] were up-regulated in large fish from at least one of the lots. Salem et al. [30] also reported that the expression patterns of several metabolic genes including, ATP and ATPase were associated with faster growth in rainbow trout muscle. The observation that a number of genes related to immune function were up-regulated in the large fish suggests that enhanced growth may be associated with enhanced immune function. *Liver-expressed antimicrobial peptide 2,* which is involved in innate immunity [42], *flavin reductase*, a broad specificity *oxidoreductase*[43], and *fucolectin-4 precursor*[44], were all highly up-regulated in the large Dec. fish. *C-type lectin* was highly-up-regulated in the large Sept. fish and belongs to a super-family of proteins with a variety of functions including involvement in cell adhesion, receptor binding, and immunity [45]. The suggestion that immune function plays an important role in growth is supported by the concordance of expression profiles of such genes between GH-transgenic and domestic rainbow trout (fast growth) when compared to wildtype fish (slower growth) [26].

In contrast, many genes related to calcium metabolism were up-regulated in small fish relative to large fish. For example, *parvalbumin 2* and *parvalbumin beta-2,* which bind calcium ions and are involved in muscle relaxation after contraction, were up-regulated in the small fish suggesting that genes controlling calcium homeostasis also regulate growth in fish. Overexpression of parvalbumins (PARV) can lead to faster quick-twitch muscle relaxation times, but paradoxically, have also been coupled to lower mitochondrial densities in slow-twitch muscle groups [46,47]. Lower PARV levels also indicate enhanced mitochondrial and metabolic flux capabilities as evidenced by inverse associations between SIRT1/PGG-1α activities and PARV levels [48]. Therefore, it is possible that the larger fish in our study have higher mitochondrial densities and metabolic capabilities than smaller fish. Increased expression of certain IGFBP genes also appear to directly elevate levels of intracellular calcium and are linked to repressed cell growth [49]. This suggests a more direct link between the elevated *IGFBP* levels we observed in liver with the elevated PARV gene expression levels detected in muscle.

Our data provide interesting insights into metabolic functional links related to some of our initial predictions. The observation that smaller fish have enhanced levels of *glyceraldehyde-3-phosphate dehydrogenase* (GAPDH) expression suggests that mTOR activity might be suppressed in smaller fish as observed in other species [50]. GAPDH is a key regulator of mTOR expression through its regulatory affinities to Rheb, an activator of the mTOR cascade [51]. Buller et al. [52] observed that GLUT1 activation can regulate glycolytic flux and noted that enhanced GAPDH expression depresses mTOR activation, presumably by diminishing the binding interactions between Rheb/mTOR when GAPDH levels are elevated. mTOR levels are also known to be lower in dwarf Icelandic Arctic charr (*Salvelinus alpinus*) compared to fish with more typical growth patterns [50]. However, the current findings are also somewhat paradoxical, as GAPDH levels may also be expected to be elevated in large fish given that carbohydrate metabolic flux is expected to be greater since type II glycolytic muscle mass (i.e., white muscle tissue) represent a greater proportion of body mass in larger fish [53]. Since GAPDH is the rate-limiting enzyme in glycolytic flux [54], enhanced carbohydrate based metabolism should be reflected in higher GAPDH levels in larger fish. GAPDH activity was observed to be significantly higher in gilthead sea bream (*Sparus aurata*) under normal growing conditions and was considered a signature gene of altered metabolism following environmental perturbations with feeding regime [55]. As mentioned previously, we did detect significantly enhanced *lactate dehydrogenase* and *pyruvate kinase* expression levels in larger fish supporting the prediction that glycolytic flux derived energy acquisition is enhanced in larger fish. It is possible that duplicated forms of GAPDH, not detected with the probes available on the current microarray, may show enhanced expression in larger fish and therefore more research is required.

### Heterogeneity among GO categories

The two seasonal lots of fish did not show significant shifts in gene ontology categories for liver tissue. While this does not mean that all genes are uniformly expressed in the two seasonal lots, it does suggest that functionally equivalent classes of liver genes are similarly regulated during times of varying photoperiod, at least within the experimental families we surveyed. This may be a consequence, in part, of temperature-induced maintenance of metabolic rates, as the fish were kept at water temperatures that fluctuated very little throughout the year. More dramatic differences would possibly be observed in nature, especially at the juvenile stage when young salmonids inhabiting a fluvial environment may experience more dramatic fluctuations in temperature.

Differential white muscle gene counts were evident between large and small fish within 4 different GO categories. Small and large Sept. fish showed significant differences in the level 2 ‘localization’ category. At level 3 the number of genes assigned to GO categories within the ‘response to external stimulus’, ‘establishment of localization’ and ‘response to stress’ level 3 GO groupings showed the greatest number of significant differences between large and small fish in the Sept. lot. Significant differences between large fish from the two seasonal lots were also evident within the ‘response to external stimulus’ category. These findings suggest that differences in expression levels between large and small fish may be more pronounced during periods of growth retardation compared to periods of acceleration, given that most of the significant GO categories were evident in the Sept. lot. The fish from the Sept. lot were sampled during a period of low specific growth rate at the winter solstice time period (Figure 3). The following discussion will be restricted to these level 3 categories.

#### Response to external stimulus - level 3

As predicted, large fish in the Sept. lot can be characterized as having a greater number of up-regulated genes related to cytoskeletal structure compared to small Sept. fish and these include two *telethonin* sequences*, fibronectin precursor,* and *beta-enolase. Telethonin* is a muscle regulating factor [56], *beta-enolase* has a function in striated muscle development [57], and *fibronectin* is involved in muscle growth [58]. Large Sept. fish also had a greater number of genes related to angiogenesis and haemopoeisis up-regulated in this category (e.g., *fibrinogen alpha chain*, *fibrinogen gamma chain* (3 probe IDs), *coagulation factor ii precursor*, *albumin precursor*, and *antithrombin-iii precursor* (2 probe IDs), compared to small Sept. fish (*platelet glycoprotein 4*).

#### Establishment of localization – level 3

We also observed differential expression patterns of *calmodulin* and the calmodulin induced kinases that were contrary to expectations. *Calmodulin, calcium calmodulin-dependent protein kinase ii delta 2*, and *calcium calmodulin-dependent protein kinase iv* were all up-regulated in the small Sept. fish. Typically, c*almodulin* genes and their associated kinases are related to increased growth and anabolic functions and thus their expression levels are expected to be higher in faster growing organisms. For instance, c*alcium calmodulin-dependent protein kinase i delta* is highly expressed in the skeletal muscle of zebrafish embryos [59] and c*alcium calmodulin-dependent protein kinase ii delta 2* is involved in skeletal muscle regeneration [60] and the regulation of vascular smooth muscle migration [61,62] in mammalian models. Moreover, *calcium calmodulin-dependent protein kinase iv* has been reported to stimulate hypertrophic muscle growth through the regulation of transcription factors associated with the expression of red muscle and the biogenesis of skeletal muscle mitochondria [63,64]. The finding that the calcium calmodulin dependent kinases are also more highly up-regulated in small fish is in accordance with the observation of increased calcium-dependent metabolism in small fish as evidenced by their elevated levels of PARV.

Expression of *calcium calmodulin-dependent protein kinase iv* within the skeletal muscle remains controversial. During zebrafish embryogenesis *calcium calmodulin-dependent protein kinase iv* was not expressed in the skeletal muscle but was instead involved in the development of the brain and neurons [65]. In humans, *calcium calmodulin-dependent protein kinase iv* is undetectable [66] but it is detectable in mice [67]. Strict anabolic functions for this complex are also controversial as *calmodulin* has also been shown to be a regulator of apoptosis [68], with *calcium calmodulin-dependent protein kinase ii* identified as being important for apoptosis maintenance [69]. Seales *et al.*[70] have also shown that calmodulin signaling also regulates increased osteoclastogenesis. Current evidence does not suggest that *calcium calmodulin-dependent protein kinase iv* is linked to apoptotic processes. Nevertheless, the pleiotropic nature of this complex clearly requires more research, and linking the activity of the genes to reduced growth may indicate coupling to increased apoptotic activation.

The majority of genes related to transcription, translation, and protein production were up-regulated in the small Sept. fish. These included *transcription factor*, *membrane-bound transcription factor site 1*, *splicing arginine serine-rich 11*, *protein fat-free homolog*, *60s ribosomal export protein nmd3, 60s ribosomal protein l11*, and *ras-related protein rab-2a.* These findings support prediction (3), albeit based upon gene expression levels in white muscle tissue, whereas the up-regulation of signaling genes in small fish were previously based upon liver microarray findings [29]. Genes involved in protein degradation such as *selenoprotein S, der1-like domain member 2,* and *ubiquitin C* also showed up-regulation in the small Sept. fish. This suggests that the increased protein production indicated in the small fish may not translate into finished proteins (see Discussion in following section). In contrast, genes related to protein production or assembly showed up-regulation in the large Sept. fish (e.g., *Ap-1 complex subunit gamma-1,* which is involved in protein sorting at the golgi [71], and *ribosomal protein s13* which is involved in protein biosynthesis [72], *telethonin* which is involved in sarcomere assembly [56]), as did genes related to lipid metabolism (e.g., retinol binding proteins, fatty acid binding proteins, and *apolipoprotein a-i*) and blood production (e.g., hemoglobin alpha and beta units). These findings support prediction (1) and partially support prediction (2), given that the myofibrillar component genes of muscle assembly were more up-regulated in the small fish (see Discussion above) which was not expected.

#### Response to stress - level 3

Small Sept. fish show up-regulation for a higher number of genes related to apoptosis compared to large fish despite the fact that as a portion of total genes differentially expressed, the ‘response to stress’ category contained a higher proportion of genes in large fish. Differences were apparent in the make-up of genes contributing to this GO category between the size classes. Genes up-regulated in large fish could be categorized as enhancers of innate and acquired immune function (e.g., *Complement component c3, complement c3-like*, *complement component c9,* and Ca^2+^-dependent *complex c1r c1s subunit*[73]), transcriptional activation, such as *max protein* and *pyruvate kinase*, and regulators of oxidative stress (e.g., *glutathione peroxidase*). Additionally, inspection of Additional file 9: Table S9 reveals that genes such as *thioredoxin* and *glutathione-s-transferase* were up-regulated in the large but not the small fish supporting the contention that large fish are better able to handle oxidative stress. Conversely, genes up-regulated in the small Sept. fish may be characterized as having enhanced apoptotic responses to stress (i.e., increased expression of *proteasome subunit alpha type-6*, *proteasome subunit alpha type-5*, *ubiquinone biosynthesis protein coq7 homolog*, *26 s proteasome non-ATPase regulatory subunit 3*, *ubiquitin C*, *apoptosis enhancing nuclease, proteasome (macropain) 26 s 6*, *26 s protease regulatory subunit 8*, and *DNA damage-binding protein-1* [DDBP1]). However, with DDBP1 its associated substrate ligand is linked to the degradation of a cell cycle inhibitor [74], and thus up-regulation of this gene would be expected to increase cell growth. Inhibition of *26s proteasome* promotes muscle growth in rats [75] and therefore higher activation in smaller fish may be coupled to decreased growth which is consistent with our findings.

Genes of mixed function, such as those related to protein degradation regulation such as *heat shock protein hsp 90-alpha* (hsp90a), *selanoprotein s* (SelS), and *der1-like domain member 2,* are also up-regulated in small Sept. fish. Interestingly all three of these proteins may have regulatory interactions in that hsp90a is required for SelS and general selanoprotein synthesis, and SelS interacts with der1 in shuttling mis-folded proteins across the endoplasmic reticulum membrane towards eventual ubiquination and proteasome degradation [76]. The observation that large Sept. fish express higher levels of *HIG1 domain family member 2a*, *glutathione peroxidase*, and C*1 inhibitor,* which all act to prevent apoptosis and protease degradation, supports the idea that small fish are experiencing more protein turnover, possibly as a response to stress, than large fish. In this regard, however, it is also important to highlight that large fish also express much higher levels of genes related to catabolism such as *cathepsins b, d, m,* and *l*, and several genes related to chitinase, collagenase, aminopeptidase, serine protease, lysozyme, and matrix metalloproteinase activities. This indicates that catabolic activities appear to be somewhat higher in large fish and may reflect upon their increased metabolic activity. These results are similar to the up-regulation of genes related to carbohydrate, lipid, and amino acid metabolism coupled with the up-regulation of proteolysis in GH-transgenic and domestic fish compared to wildtype fish [27].

### Effect of season (lots)

The larger Dec. fish showed differential expression of more genes in white muscle and fewer genes in the liver than the Sept. fish. While underlying genetic differences between the parents used to produce the two lots could contribute to the observed differences in gene expression, it is also important to consider environmental effects. While the lots were exposed to the same water, temperature, dissolved oxygen, and nutrition, they experienced a different photoperiod regime at the time tissues were sampled for RNA analysis. The Sept. lot was sampled at a time period approaching winter solstice, a period of declining growth, while the Dec. lot was experiencing increasing daylight approaching spring equinox, a period of increasing growth. The effect of season on the different growth rates between the lots is supported by the TGC profiles (Figure 3). As expected, the TGC values were either constant (Dec. lot) or declining (Sept. lot) at the time of the December 2009 sampling despite the fact that fish numbers had recently been reduced through culling. All previous samplings when tank densities were reduced were followed by a large increase in TGC values in the subsequent sampling period, simply because the fish had more environmental space in which to grow. This was not observed in the December sampling in either lot, and therefore photoperiod clearly had a major influence on the growth rates in these fish at that time of the year.

Photoperiod regimes have major influences on growth rates in fishes but these are not always in predictable directions and may be species-specific. Although increased light exposure produces increased growth [77] in rainbow trout, varied effects (increase or decrease) have been observed in Atlantic cod (*Gadus morhua*) [9,78]. Our findings indicate that the induced changes in liver gene expression may be more multifarious between large and small fish and may be confounded by varying photoperiod regime. In contrast, the vast majority (93%) of gene probe IDs that demonstrated significant up-regulation in white muscle were consistent in either small or large fish across seasons. 

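Of 17 named glycolysis probes, 5 passed the thresholds in Dec. and 1 in Sept. In Dec. an enolase 3-2 probe (A_05_P466287) had a log2 ratio of small over large fish of 0.91 (SE 0.14), phosphoglycerate mutase 1 (A_05_P252889) had 0.70 (SE 0.14), lactate dehydrogenase b (A_05_P274809) had 0.65 (SE 0.18) and glyceraldehyde-3-phosphate dehydrogenase (A_05_P419277) had 0.60 (SE 0.20), all enzymes of sugar breakdown, while a second enolase 3-2 probe (A_05_P473007) was higher in large fish in Dec. (-0.55) and in Sept. (-0.67) and another (A_05_P473402) lay at -0.14 and 0.48 and did not pass. The second probes of phosphoglycerate mutase 1 (A_05_P435247), lactate dehydrogenase b (A_05_P444697) and glyceraldehyde-3-phosphate dehydrogenase (A_05_P463477) lay at -0.03, -0.11 and -0.04 in Dec. The study's liver tables give the names of 4 of the 17 probes, all 4 past the thresholds in Dec., and of the other 13 probes 1 passed in Dec. and 0 in Sept. Proteasome genes passed in 3 of 12 probes in Sept. and in 1 of 12 in Dec., with a 26S subunit 6 probe (A_05_P430207) at 0.44 (SE 0.17) in Sept. and another (A_05_P406557) at 0.37 (SE 0.14) in Dec. The difference in these counts was not tested. The methods' t-test over the 4 arrays of a lot was also run on other sign patterns of the arrays. Turning pool pair 1 against pool pair 2 gave 484 probes in Sept. and 1093 in Dec., turning the dye between the pool pairs gave 400 and 470, and the dye itself gave 2169 and 3729.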

Large and small fish from the Sept. lot showed a greater number of differences in gene expression in the liver compared to the Dec. lot, while the converse was true for white muscle. This could be explained by the initiation of spring growth in the Dec. lot, as suggested by changes in the TGC at the time of sampling, leading to increased variability in white muscle expression levels between fish of different sizes. This indicates that expression levels differ on a seasonal basis with fewer differences between large and small fish during reduced growth in the fall, and greater differences coupled to increasing photoperiod in the spring.

## Conclusion

These results indicate that sampling season can have a significant impact on the expression of genes related to the growth process in rainbow trout, with the TGC showing seasonal changes in both lots. In muscle, the large fish from the Dec. lot showed increased expression of genes related to muscle and connective tissue growth while genes related to blood production and the immune system were up-regulated in the large Sept. fish. This pattern may correspond to the differences in the growth profiles of the two lots. The Dec. fish were entering a period of increased growth while the Sept. fish were entering a phase of lower growth and possibly increased stress when they were sampled. These differences highlight the importance of sampling season in interpreting findings from gene expression studies.

A greater number of genes in white muscle demonstrated consistent associations with fish size regardless of sampling season, suggesting they may be better predictors of the growth response in rainbow trout compared to those in liver. Differences between large and small Sept. fish in the ‘response to stress’ category for white muscle tissue, indicate an up regulation of genes related to innate and acquired immunity in the large fish, while genes related to apoptosis have higher expression levels in the small fish. Depression of immune function genes and lower levels of oxidative stress genes in small fish suggest diminished stress handling capabilities. Genes within the ‘response to external stimulus’ and ‘establishment of localization’ categories also showed major expression differences between large and small Sept. fish. These categories show up-regulation of genes related to transcription, translation, and protein production in the small fish. However, since genes related to apoptosis were also up-regulated in the small fish, this suggests that higher cellular turnover rates may diminish the expected physiological effects of increased transcription, translation, and protein production. Genes related to blood and energy production showed up-regulation in the large fish compared to the small fish indicating an increased energy demand in the muscle of the large fish. In contrast to muscle tissue, *IGFBP1* was the only gene with highly significant and consistent up-regulation in the liver across seasons.

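IGFBP1, the liver-made binding protein of insulin-like growth factors, differed between the lots in its size effect on the probe A_05_P489857 by a log2 ratio, Sept. minus Dec., of -1.01 (SE 0.25) in limma, with an adjusted p of 1.00 over the probes tested and past an unadjusted p of 0.05. On the second IGFBP1 probe the difference was -0.23 (SE 0.24), not past it. Both lots lay on the side of the small fish on both probes. From the higher IGFBP1 of small fish in both seasons the paper proposes that more of the IGF-I, which stimulates muscle growth, was bound in these fish and that this may have contributed to their decreased growth.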

## Method

### Fish husbandry

Rainbow trout from the Lyndon commercial strain of rainbow trout (Lyndon Fish Hatcheries Inc., R.R. #1, New Dundee, ON) were reared at the Alma Aquaculture Research Station (AARS) using a protocol approved by the Animal Care Committee at the University of Guelph following the guidelines of the Canadian Council of Animal Care. Adults from the same strain but spawning in different seasons were selected as parents for the seasonal lots. Five paternal half-sib families were created by crossing 5 females with a single male on September 18, 2008 (referred to as Sept. lot) (Figure 7). A second set of paternal half-sib families was created using 5 later spawning females and a different male on December 10, 2008 (referred to as Dec. lot). Paternal half-sib families were created to facilitate a concurrent quantitative trait locus (QTL) study for growth-related traits.

**Figure 7:**
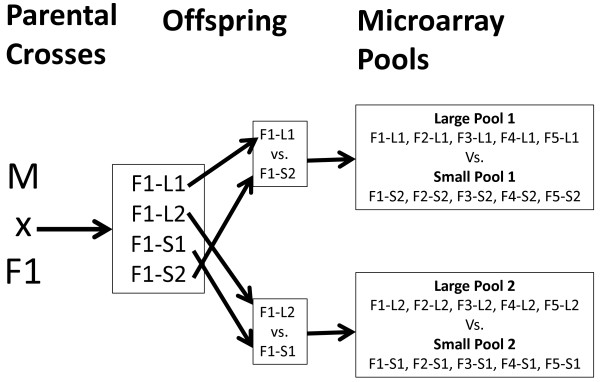
**Parental crosses used to produce the families used for the microarrays.** In each season a single male (M) was crossed with five females (F); a single cross is depicted. The two largest (L) and two smallest fish (S) were selected from each female’s offspring pool. The largest fish (L1) from each female parent was pooled and compared to a pool of the second smallest fish (S2). A pool of the second largest fish from each female was compared a pool of the smallest fish from each female.

All the progeny within a lot were reared together in a common environment at 8 to 10°C under a natural photoperiod from hatching to the end of the experiment. They were fed a commercial salmonid ration containing 44-55% protein and 15-22% fat depending on life stage, which corresponded to the thermal growth coefficients devised for rainbow trout (1.5-3% of body weight daily) [79]. Tank densities were adjusted periodically according to optimal rearing densities and feeding schedules were regulated by the bulk biomass of the fish (Figure 3). Mortalities were recorded daily and cumulative numbers for each weighing interval are depicted in Figure 3. The numbers of fish in the Sept. and Dec. lots prior to the first mortality screening on Dec. 2, 2008 and Feb. 3, 2009, respectively, were 438 and 309. Fish were bulk weighed biweekly during the initial growth period until April 14, 2009, and then every 28 days until completion of the experiment. Feed rations were adjusted according to fish average weights and water temperature. Water temperatures ranged from 8-11°C throughout the experimental period (averaging 8.5°C) and water came from deep underground wells. Fish from each lot were re-located to tanks of increasing size (i.e., 0.7 m diameter; 1 m; and 2 m) as they grew. Mortalities/interval, weight-specific growth rates (SGR),

$$\mathrm{SGR}=\left(\mathrm{lnwt}2-\mathrm{lnwt}1\right)/\left(t2-t1\right)\times 100$$

where wt2 = mean weight of the fish at time t2 (days) and wt1 = mean weight of the fish at time t1 (days)

thermal growth co-efficient (TGC) [79], and tank densities were calculated throughout the experimental period (Figure 3) and no disease outbreaks occurred. Mortalities were minimal throughout with the largest percentage occurring during the early rearing stages. Both the Sept. and Dec. lots had similar mortality profiles with the largest values observed following the first bulk weighing period. Fish were fasted for two days before weighing. Fork length (nearest mm) and weight (nearest g) were measured at approximately 15 months of age - December 2, 2009 for the Sept. lot and February 23, 2010 for the Dec. lot. All fish were reproductively immature at the time of sampling. Gonadal inspection revealed only thin gonadal strands in the head kidney region and thus all the fish were actively growing juveniles. Weight differences among the half-sib families within each lot were compared using an ANOVA and Tukey’s post-hoc test based on the results of a Levene’s test for equality of variance.

### Tissue collection

Samples of liver and white muscle were collected from 50 to 55 fish within each half-sib lot which were purposefully size-selected to represent the fastest and slowest growing fish in each lot. The tissues were placed in an RNA preserving solution (3.75 M (NH_4_)_2_SO_4_, 10 mM EDTA, 25 mM Na_3_C_6_H_5_O_7_, adjusted to pH 5.2) and then stored at −80°C until use. White muscle was excised immediately below the dorsal fin and well above the lateral line to avoid contamination with red muscle. A small square plug measuring less than a 1 cm was excised and the surface skin removed. Small fragments of tissue (~100 mg sections) from below the dermal connective tissue bundle (i.e., muscle myofibrils only) were placed in the RNA preserving solution.

### Parentage and sex determination

DNA was extracted from the liver samples using a standard phenol chloroform protocol [80]. The purity and concentration of the DNA was quantified using a Nanodrop 8000 spectrophotometer (Thermo Scientific, Waltham, MA) and samples were stored at −20°C. The archived parental tissue was genotyped for variation in microsatellite loci to identify the parentage of the progeny. Markers BX887563, Omm1220, Omm5147, and Omy1212UW were used to identify the parentage of the progeny in the Sept. lot and markers Omm1054, Omm1087, Omm1088, and Omm5156 were used to identify parentage in the Dec. lot [81]. Polymerase chain reaction (PCR) mixtures were made in 7 μL volumes (2.6 ng genomic DNA · μL^-1^, 1× PCR buffer, 0.125 mM dNTP, 1.5 mM MgCl_2_, 1.5 nM BSA, 0.3 μM of each forward or reverse marker primers labeled with tetrachloro-6-carboxy-flourescent, 0.021 U μL^-1^ Taq DNA polymerase). PCR conditions began with initial denaturation (95°C for 10 min), followed by 35 cycles of denaturation (95°C for 1 min), annealing (30 s), and extension (72°C for 30 s), and concluded with final extension (72°C for 5 min). An annealing temperature of 58°C was used for all primers except BX887563, which used 54°C.

The sex of the progeny was determined using the rainbow trout Y-specific marker OmyY1 [82]. Polymerase chain reaction (PCR) mixtures were made in 20 μL volumes (3 ng genomic DNA · μL^-1^, 1× PCR buffer, 0.2 mM dNTP, 1.75 mM MgCl_2_, 0.2 μM of each forward or reverse marker primers, 0.01 U μL^-1^ Taq DNA polymerase). PCR conditions began with initial denaturation (95°C for 5 min), followed by 30 cycles of denaturation (95°C for 30 s), annealing (58°C for 1 min), and extension (72°C for 1 min), and concluded with final extension (72°C for 10 min).

### RNA Isolation

Total RNA was isolated from the liver and white muscle of the 2 largest and 2 smallest fish by weight in each half-sib family for both the Sept. and Dec. lots. TRIzol (Invitrogen, Carlsbad, CA) extractions were performed according to the manufacturer’s instructions and the resulting RNA concentrations were determined using a Nanodrop8000 spectrophotometer. The samples were stored at −80°C until future use. The presence of distinct 18S and 28S rRNA bands after agarose gel electrophoresis was used to confirm that the RNA was not degraded. The extraction process was repeated until a minimum of 40 μg of RNA was collected from each sample. Since large and small fish are growing at different rates it is possible that rRNA makes up a different proportion of the total RNA in the small and large fish. This would result in different amounts of mRNA within a unit volume of total RNA. Therefore, we avoided this potential bias by using purified mRNA. Prior to cDNA synthesis, mRNA was purified from the total RNA using μMACS mRNA Isolation Kits – Small Scale (Miltenyi Biotec Inc, Auburn, CA) according to the manufacturer’s instructions.

### Gene expression

Gene expression levels were profiled for liver and muscle using 0.5 μg pools of mRNA composed of 0.1 μg of mRNA from each of five individuals (Figure 7). Because of the size differences between the full-sib families within lots we could not compare the largest fish to the smallest fish within each lot. This would have resulted in the majority of large fish coming from one or two families and the same would be true of the small fish. To avoid family bias, one mRNA pool was created by pooling mRNA from the largest fish in each of the 5 half-sib families within the Sept lot (L1). This process was repeated for the second largest (L2), smallest (S1), and next to smallest (S2) fish in each of the Sept lot half-sib families. Weight differences between the sets of large and small fish that made up the pools are shown in Table 3. Gene expression levels of the L1 fish were compared to those of the S2 fish and L2 fish were compared to S1 fish to provide approximately equal weight differences between the large and small fish in the two comparison groups. The same pooling strategy and comparisons were made for the Dec. lot.

**Table 3:** Average weights of the pooled fish used for the microarray (g)

	**Sept.**			**Dec.**		
	**Large**	**Small**	**Difference**	**Large**	**Small**	**Difference**
L1 vs. S2	489	125	364	665	262	403
L2 vs. S1	467	78	389	560	183	377

Gene expression was profiled using an Agilent salmonid microarray (catalog number - G2519F-020938) containing cDNAs from 43,663 genes selected from Atlantic salmon expressed sequence tag databases (Aglient Technologies, Mississauga, ON). This chip allows quantification in expression of genes involved in muscle growth such as *GH, IGF-I* and *II*, *actin,* and *myosin.* Approximately 0.2-0.3 μg of cDNA was prepared from the mRNA using a SuperScript® Plus Direct cDNA Labeling System with Alexa Fluor® aha-dUTPs (Invitrogen, Burlington, ON) and labeled with either Alexa Fluor 555 or Alexa Fluor 647. Briefly, the mRNA was reverse transcribed using an anchored oligod(T)20 primer and random hexamers in cDNA synthesis reactions that incorporated Alexa Fluor-labeled nucleotides following the manufacturer’s specifications. The concentration and dye incorporation rates of the cDNA were calculated using a Nanodrop 8000 spectrophotometer. Samples were stored at −20°C until hybridization, which occurred on either the same or the following day.

The cDNA was hybridized overnight to the microarrays according to the hybridization protocol described in Two-Color Microarray-Based Gene Expression Analysis (Agilent Technologies). Dye flips were included to compensate for any dye effects. Because air ozone levels could affect the Alexa Fluor 555 signal, we adopted the Agilent Ozone protection protocol following the manufacturers’ specifications to prevent degradation. This was followed by washing to remove any cDNA that had not hybridized to the array. The microarrays were scanned on a GenePix 4200A scanner (Axon Instruments, Weatherford Texas). Genepix Pro 6.1 software was used to process images, align the spots, integrate the Genepix Array List file with the microarray images, and quantify the spots. The arrays were subject to manual review and all unacceptable spots were flagged and excluded.

Genespring GX 7.3.1 (http://www.genomics.agilent.com) software was used to analyze the microarray data. Data were preprocessed by removing data points where the signal intensities ratio of both channels was less than a baseline threshold value of 0.1. Lowess (locally weighted scatter plot smoothing) normalization was applied to the data to normalize the spot intensity from various replicates. Spots that did not have a value for all of the replicates within a lot were removed from the analysis. Cross-array lowess normalizations were performed by the software and for each spot, t-statistic, p-value (probability), and the ratio between the two dyes were calculated by the Genespring software. Following corrections spots with a minimum of 1.2-fold change or more were considered differentially expressed (p ≤ 0.05). Microarray data were submitted to the NCBI Gene Expression Omnibus [83] under the submission number GSE42584.

Target gene lists obtained from the significance analysis were re-annotated using Blast2GO (http://www.blast2go.com/b2ghome) to assign GO terms to the differentially expressed microarray sequences. This software applies an automated BlastX alignment of the sequences to the NCBI non-redundant database. The BlastX expectation value threshold was set to 1.0E-6 whereas all other parameters were set to the default values. If Blast2GO was unable to assign GO terms to a sequence, manual evaluations were considered using AmiGO (http://amigo.geneontology.org/cgi-bin/amigo/go.cgi) assignments. A heterogeneity G-test (http://www.uoguelph.ca/~rdanzman with links to the software module) was used to compare the number of genes differently expressed in the GO categories at GO biological process levels 2 and 3 (GOslim generic categories) between groups using a backwards elimination procedure, using counts assigned within the Blast2GO program to the various level 2 and 3 GOslim categories. If significance was detected, the software reported the tabular category with the greatest heterogeneity. This category was removed from the analysis and the remaining categories were re-analyzed in a stepwise fashion until no significant differences remained. The GO categories removed at each step (i.e., containing significant differences in gene expression levels between the groups compared), are reported in Additional files provided. However, in several cases, the number of genes assigned to a grouping was small in number, and often with an absence of gene assignments within 1 of the 2 cells being compared. Therefore, only GO categories that differed by more than 5% (i.e. total proportion of all GO terms assigned) of all the genes assigned across all groupings were considered and discussed. The comparisons evaluated by the heterogeneity G-tests were: large vs. small fish within each seasonal lot; large vs. large fish from different seasonal lots, and small vs. small fish from different seasonal lots. This yielded 4 contrasts where two tested for the effects of size within a season and two tested for seasonal effects on fish of the same size category.

### Real time PCR

Real time PCR was used to validate the expression of three genes in each of liver and muscle that were differently expressed in both the Sept. and Dec. lots. The one exception was *complement C1q-like protein 4 precursor,* which showed differential expression in the Sept. lot. It was included because other complement C1q-like protein genes showed differential expression in the Dec. lot. mRNA (0.1 μg/fish) from the fish in the Sept. lot used in the microarray experiment was used to make cDNA using multiscribe reverse transcriptase (ABI, Burlington, ON). Twenty fish were used for the liver analysis and 18 fish for the muscle analysis. Real-time PCR primers were designed from gene sequences (Table 4) using Primer Express 3.0 software (ABI). *Beta-actin* was chosen as an endogenous control for normalization of the real-time PCR analysis as this gene did not show differential regulation in the microarray experiments. Quantitative PCR was performed in triplicate for each cDNA sample on a StepOne Plus Real Time PCR System (ABI) using PerfeCTa^(R)^ SYBR^(R)^GreenFastMix^(R)^ (Quanta Bioscience, Gaithersburg, MD) with 15 μl reaction volumes containing 200 nM of each primer. Threshold lines were adjusted to intersect amplification lines in the linear portion of the amplification curve and cycles to threshold (Ct) were recorded. Standard curves for each gene and the reference gene were constructed using serial dilutions based on pools of mRNA from eight of the individual fish used for qPCR. PCR data were analyzed using the method described by Bookout and Mangelsdorf [84]. Briefly, the amount of target gene was determined from the appropriate standard curve and was divided by the amount of reference gene to obtain a normalized target value. Mean differences in expression levels were reported as relative fold changes. This was done by designating the control group (large fish) as a calibrator and dividing the mean of treatment group (small fish) by the mean of the calibrator. Outliers, determined as being greater or less than 1.5x the inter-quartile range from the upper or lower quartiles respectively, were removed. Two individuals were removed from each of the liver samples and one individual was removed from each of the muscle samples. A t-test was used to determine if the large and small fish within each lot showed significant differences in mean gene expression levels.

**Table 4:** Genes used for qPCR in the liver and white muscle to confirm the results of the microarray

**Liver**		
**Gene name**	**Forward primer**	**Reverse primer**
IGF-binding protein 1 precursor (IGF1BP)	5′-CCAAGCAGTGTGAGTCGTCTCT-3′	5′-CCGGAATCTTCTTCCCATT -3′
Complement C1q-like protein 4 precursor (C1QL4 pre)	5′-GCAGGCACTGAAAGACATTCC-3′	5′-TGCCTTTTGGAGTCCATTGC-3′
Hemoglobin subunit alpha-1 (HBA1)	5′-TGGATTGTAAACACATCGTTCGT-3′	5′-CCACTATCAGTAGCACTGTCAAAGC-3′
**Muscle**		
Max protein (MAX)	5′-TGTCGATGGTCTGGGACAACT-3′	5′-TCCCCGCCCTGGATTT-3′
Glyceraldehyde-3-phosphate dehydrogenase (GAPDH)	5′-TATGACTCCACCCACGGTGTT-3′	5′-TGCCAATGATCAGCTTTCCA-3′
ADP/ATP translocase 2 (ANT2)	5′-TTTCCATTGAGCCCCTTTCA-3′	5′-ACGACCGTGGAAATGTTTGTAA-3′
**Control**		
Beta-actin*	5′-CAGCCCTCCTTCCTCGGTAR-3′	5′-AGCACCGTGTTGGCGTACA-3′

*Beta-actin serves as the control gene for both the liver and muscle genes.

## Competing interests

The authors state this research is free of conflicts of interests.

## Authors’ contributions

This study was conceptualized by RGD and MMF. ALK conducted the microarray and PCR studies and analysis with advice from RGD and MMF. ALK drafted the manuscript with input from MMF and RGD. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Genes up-regulated in the liver of large rainbow trout compared to small rainbow trout. Click here for file

Additional file 2: Table S2 Genes up-regulated in the liver of small rainbow trout compared to large rainbow trout. Click here for file

Additional file 3: Table S3 Genes of unknown function up-regulated in the liver of large rainbow trout compared to small rainbow trout. Click here for file

Additional file 4: Table S4 Genes of unknown function up-regulated in the liver of small rainbow trout compared to large rainbow trout. Click here for file

Additional file 5: Table S5 Gh-test Results for the liver at GO level 2. Click here for file

Additional file 6: Table S6 Agilent Sequences Corresponding To Each GO ID For GO Levels 2 And 3 In The Liver Of The Sept. Fish. Click here for file

Additional file 7: Table S7 Agilent Sequences Corresponding To Each GO ID For GO Levels 2 And 3 In The Liver Of The Dec. Fish. Click here for file

Additional file 8: Table S8 Gh-test Results for the liver at GO level 3. Click here for file

Additional file 9: Table S9 Genes up-regulated in the white muscle of large rainbow trout compared to small rainbow trout. Click here for file

Additional file 10: Table S10 Genes up-regulated in the white muscle of small rainbow trout compared to large rainbow trout. Click here for file

Additional file 11: Table S11 Genes of unknown function up-regulated in the white muscle of large rainbow trout compared to small rainbow trout. Click here for file

Additional file 12: Table S12 Genes of unknown function up-regulated in the white muscle of small rainbow trout compared to large rainbow trout. Click here for file

Additional file 13: Table S13 Gh-test Results for white muscle at GO level 2. Click here for file

Additional file 14: Table S14 Agilent Sequences Corresponding To Each GO ID For GO Levels 2 And 3 In The White Muscle Of The Sept. Fish. Click here for file

Additional file 15: Table S15 Agilent Sequences Corresponding To Each GO ID For GO Levels 2 And 3 In The White Muscle Of The Dec. Fish. Click here for file

Additional file 16: Table S16 Gh-test Results for white muscle at GO level 3. Click here for file

Additional file 17: Table S17 Genes Up-regulated in White Muscle in Large Rainbow Trout compared to Small Rainbow Trout within the GO ‘response to external stimulus’ category. Click here for file

Additional file 18: Table S18 Genes Up-regulated in White Muscle in Small Rainbow Trout compared to Large Rainbow Trout within the GO ‘establishment of localization’ category. Click here for file

Additional file 19: Table S19 Genes Up-regulated in White Muscle in Large Rainbow Trout compared to Small Rainbow Trout within GO ‘response to stress’ category. Click here for file

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 1: Table S1 — Genes up-regulated in the liver of large rainbow trout compared to small rainbow trout.

^a^Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish.

^c^ Sequence was unnamed by Blast2go but named by Agilent

**^d^** Guassian p-value < 0.05, t-test p-value > 0.05

^e^ Identified as a different gene by Agilent

Genes that are up-regulated in both large & small fish across seasons are highlighted in red

Genes with significant up-regulation in large fish (but different probe Ids) across seasons are highlighted in yellow

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 2: Table S2 — Genes up-regulated in the liver of small rainbow trout compared to large rainbow trout.

^a^Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish.

^c^ Sequence was unnamed by Blast2go but named by Agilent

**^d^** Guassian p-value < 0.05, t-test p-value > 0.05

^e^ Identified as a different gene by Agilent

Genes with significant up-regulation in small fish across seasons are highlighted in green

Genes that are up-regulated in both large & small fish across seasons are highlighted in red

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 3: Table S3 — Genes of unknown function up-regulated in the liver of large rainbow trout compared to small rainbow trout.

| **Supplementary Table 3: Genes of unknown function up-regulated in the liver of large rainbow trout compared to small rainbow trout** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Gene Number** | **Fold change^a^** | **P value^b^** | **Gene Number** | **Fold change^a^** | **P value^b^** |
| ***Sept Fish*** |  |  | ***Sept Fish*** |  |  |
| A_05_P329377 | 3.279 | 1.84E-02 | A_05_P462867 | 2.688 | 6.02E-03 |
| A_05_P493007 | 2.646 | 3.58E-02 | A_05_P316022 | 2.545 | 1.63E-02 |
| A_05_P422962 | 2.427 | 1.28E-02 | A_05_P492002 | 2.364 | 2.47E-02 |
| A_05_P357857 | 2.101 | 5.33E-03 | A_05_P308297 | 2.066 | 8.38E-03 |
| A_05_P250624 | 1.938 | 1.95E-02 | A_05_P259164 | 1.919 | 9.56E-03 |
| A_05_P317717 | 1.916 | 7.52E-03 | A_05_P285137 | 1.887 | 7.41E-03 |
| A_05_P250629 | 1.883 | 2.58E-02 | A_05_P427432 | 1.818 | 8.30E-03 |
| A_05_P390222 | 1.727 | 2.63E-02 | A_05_P301967 | 1.721 | 7.51E-03 |
| A_05_P412947 | 1.709 | 3.37E-02 | A_05_P490392 | 1.701 | 4.74E-02 |
| A_05_P447492 | 1.692 | 9.99E-03 | A_05_P313972 | 1.658 | 2.35E-02 |
| A_05_P478587 | 1.650 | 3.21E-02 | A_05_P267154 | 1.634 | 1.03E-02 |
| A_05_P456972 | 1.631 | 1.58E-02 | A_05_P288237 | 1.623 | 2.16E-02 |
| A_05_P405117 | 1.621 | 4.43E-02 | A_05_P266724 | 1.618 | 4.40E-02 |
| A_05_P393862 | 1.616 | 1.73E-02 | A_05_P386002 | 1.610 | 2.01E-02 |
| A_05_P311282 | 1.603 | 3.60E-02 | A_05_P326927 | 1.592 | 4.15E-02 |
| A_05_P402837 | 1.585 | 3.67E-02 | A_05_P383407 | 1.565 | 2.84E-02 |
| A_05_P343127 | 1.560 | 3.53E-02 | A_05_P336577 | 1.558 | 2.23E-02 |
| A_05_P484422 | 1.541 | 3.89E-02 | A_05_P316047 | 1.504 | 1.50E-02 |
| A_05_P359287 | 1.504 | 1.93E-02 | A_05_P469522 | 1.493 | 1.54E-02 |
| A_05_P357097 | 1.490 | 1.91E-02 | A_05_P353447 | 1.488 | 3.46E-02 |
| A_05_P341327 | 1.456 | 2.84E-02 | A_05_P325228 | 1.445 | 2.67E-02 |
| A_05_P463662 | 1.439 | 1.63E-02 | A_05_P286252 | 1.439 | 1.82E-02 |
| A_05_P316217 | 1.433 | 2.56E-02 | A_05_P463522 | 1.427 | 2.76E-02 |
| A_05_P311357 | 1.422 | 3.35E-02 | A_05_P422072 | 1.406 | 2.14E-02 |
| A_05_P352158 | 1.387 | 2.35E-02 | A_05_P299007 | 1.379 | 2.82E-02 |
| A_05_P275009 | 1.376 | 4.74E-02 | A_05_P314357 | 1.376 | 2.09E-02 |
| A_05_P411657 | 1.366 | 3.24E-02 | A_05_P478417 | 1.364 | 3.76E-02 |
| A_05_P267169 | 1.364 | 4.60E-02 | A_05_P295682 | 1.351 | 4.79E-02 |
| A_05_P310532 | 1.350 | 2.79E-02 | A_05_P338922 | 1.346 | 3.21E-02 |
| A_05_P327612 | 1.340 | 3.25E-02 | A_05_P419637 | 1.333 | 3.69E-02 |
| A_05_P281722 | 1.332 | 2.74E-02 | A_05_P278762 | 1.325 | 3.60E-02 |
| A_05_P461777 | 1.316 | 3.62E-02 | A_05_P257894 | 1.297 | 4.97E-02 |
| A_05_P454432 | 1.292 | 4.26E-02 | A_05_P317597 | 1.287 | 4.59E-02 |
| A_05_P362922 | 1.274 | 4.65E-02 | A_05_P288917 | 1.271 | 4.18E-02 |
| A_05_P412697 | 1.269 | 3.47E-02 | A_05_P264809 | 1.252 | 4.45E-02 |
| ***Dec Fish*** |  |  | ***Dec Fish*** |  |  |
| A_05_P481067 | 2.778 | 0.91E-02 |  |  |  |

^a^Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish with a t-test

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 4: Table S4 — Genes of unknown function up-regulated in the liver of small rainbow trout compared to large rainbow trout.

^a^Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish with a t-test

**c** Guassian p-value < 0.05, t-test p-value > 0.05

Genes with significant up-regulation in small fish across seasons are highlighted in green

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 9: Table S9 — Genes up-regulated in the white muscle of large rainbow trout compared to small rainbow trout.

^a^Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish.

^c^ Sequence was unnamed by Blast2go but named by Agilent

^d^ Identified as a different gene by Agilent

Genes with significant up-regulation in large fish across seasons are highlighted in green

Genes with significant up-regulation in large fish (but different probe Ids) across seasons are highlighted in yellow

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 10: Table S10 — Genes up-regulated in the white muscle of small rainbow trout compared to large rainbow trout.

^a^Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish.

^c^ Sequence was unnamed by Blast2go but named by Agilent

^d^ Identified as a different gene by Agilent

Genes with significant up-regulation in small fish across seasons are highlighted in green

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 11: Table S11 — Genes of unknown function up-regulated in the white muscle of large rainbow trout compared to small rainbow trout.

^a^Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish

Genes that are up-regulated in both large & small fish across seasons are highlighted in red

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 12: Table S12 — Genes of unknown function up-regulated in the white muscle of small rainbow trout compared to large rainbow trout.

^a^Fold change is the average difference in expression as measured by the microarray

^b^Measures the significance of the difference in expression between the small and large fish

**^d^** Guassian p-value < 0.05, t-test p-value > 0.05

Genes with significant up-regulation in small fish across seasons are highlighted in green

Genes that are up-regulated in both large & small fish across seasons are highlighted in red

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 17: Table S17 — Genes Up-regulated in White Muscle in Large Rainbow Trout compared to Small Rainbow Trout within the GO ‘response to external stimulus’ category.

| **Supplementary Table 17a: Genes Up-regulated in White Muscle in Large Rainbow Trout compared to Small Rainbow Trout within the GO ‘response to external stimulus’ category** | | | |
| --- | --- | --- | --- |
| **Gene Name** | **Gene Number** | **Fold change^a^** | **p-value^b^** |
| ***Sept fish*** |  |  |  |
| max protein | A_05_P478412 | 5.618 | 4.14E-03 |
| fibrinogen gamma chain | A_05_P480537 | 2.625 | 3.06E-02 |
| fibrinogen gamma chain | A_05_P364872 | 2.584 | 3.24E-02 |
| fibrinogen alpha chain | A_05_P332052 | 2.506 | 1.24E-02 |
| beta-enolase-like isoform 1 | A_05_P482637 | 2.500 | 4.06E-02 |
| fibrinogen gamma chain | A_05_P464657 | 2.463 | 1.82E-02 |
| pyruvate kinase | A_05_P253514 | 2.381 | 2.45E-02 |
| fibrinogen gamma polypeptide | A_05_P450362 | 2.045 | 4.47E-02 |
| complement component c3 | A_05_P433922 | 2.024 | 2.44E-02 |
| pyruvate kinase | A_05_P390772 | 2.004 | 2.52E-02 |
| serum albumin precursor | A_05_P368112 | 1.934 | 3.96E-02 |
| coagulation factor ii precursor | A_05_P364912 | 1.919 | 2.10E-02 |
| Ca2+-dependent complex c1r c1s subunit | A_05_P457602 | 1.919 | 3.93E-02 |
| beta-2-glycoprotein 1-like | A_05_P275734 | 1.890 | 3.57E-02 |
| complement component c9 | A_05_P485237 | 1.748 | 4.63E-02 |
| Telethonin | A_05_P263889 | 1.695 | 1.79E-02 |
| Telethonin | A_05_P413737 | 1.616 | 3.15E-02 |
| c1 inhibitor | A_05_P265959 | 1.548 | 4.31E-02 |
| antithrombin-iii precursor | A_05_P445252 | 1.527 | 4.36E-02 |
| fibronectin precursor | A_05_P263834 | 1.458 | 2.50E-02 |
| complement c3-like | A_05_P490817 | 1.439 | 4.24E-02 |
| antithrombin-iii precursor | A_05_P249134 | 1.346 | 2.91E-02 |
| ***Dec Fish*** |  |  |  |
| fibrinogen gamma polypeptide | A_05_P450362 | 25.126 | 1.71E-02 |
| max protein | A_05_P478412 | 2.681 | 2.36E-02 |
| annexin a1 | A_05_P287152 | 2.506 | 1.91E-02 |
| growth factor receptor-bound protein 14 | A_05_P434562 | 2.299 | 2.92E-02 |
| collagenase 3 precursor | A_05_P327062 | 2.088 | 2.05E-02 |
| thioredoxin-interacting protein | A_05_P364437 | 2.037 | 3.55E-02 |
| calponin 2 | A_05_P411697 | 2.024 | 1.58E-02 |
| flna protein | A_05_P251164 | 1.972 | 3.79E-02 |
| nf-kappa-b inhibitor zeta | A_05_P301692 | 1.919 | 2.08E-02 |
| nedd4 family-interacting protein 1 | A_05_P369097 | 1.916 | 3.72E-02 |
| coagulation factor vii | A_05_P333597 | 1.859 | 2.08E-02 |
| plasminogen activator inhibitor 1 precursor | A_05_P285012 | 1.821 | 2.52E-02 |
| dystonin isoform 2 | A_05_P440912 | 1.815 | 4.53E-02 |
| transcription factor jun-d | A_05_P473177 | 1.802 | 3.29E-02 |
| collagen alpha-1 chain-like | A_05_P335067 | 1.799 | 4.26E-02 |
| latexin | A_05_P407002 | 1.761 | 2.49E-02 |
| collagen type i alpha 1 | A_05_P430717 | 1.748 | 4.01E-02 |
| microtubule-associated protein 1 light chain 3 beta | A_05_P415832 | 1.742 | 3.45E-02 |
| collagen type i alpha 2 | A_05_P413407 | 1.709 | 2.85E-02 |
| nedd4 family-interacting protein 1 | A_05_P419047 | 1.553 | 4.53E-02 |
| tetraspanin-8 | A_05_P429832 | 1.522 | 3.68E-02 |
| cystathionine beta-synthase | A_05_P269379 | 1.484 | 4.83E-02 |

| **Supplementary Table 17b: Named Genes Up-regulated in White Muscle in Small Rainbow Trout compared to Large Rainbow Trout within GO ‘response to external stimulus’ category** | | | |
| --- | --- | --- | --- |
| **Gene Name** | **Gene Number** | **Fold change^a^** | **p-value^b^** |
| ***Sept Fish*** |  |  |  |
| tyrosine-protein phosphatase non-receptor type 12 | A_05_P478272 | 2.013 | 7.26E-03 |
| platelet glycoprotein 4 | A_05_P270029 | 1.442 | 2.62E-02 |
| proteasome subunit alpha type-6 | A_05_P436627 | 1.435 | 2.36E-02 |
| aminoacyl trna synthase complex-interacting multifunctional protein 1 | A_05_P407602 | 1.410 | 3.00E-02 |
| dual specificity phosphatase 1 | A_05_P383357 | 1.406 | 2.28E-02 |
| thioredoxin interacting protein | A_05_P395257 | 1.393 | 4.04E-02 |
| polyadenylate-binding protein 4 isoform 3 | A_05_P450567 | 1.380 | 3.48E-02 |
| transcription factor | A_05_P308537 | 1.363 | 1.88E-02 |
| thrombospondin 4 | A_05_P300817 | 1.362 | 2.32E-02 |
| glutathione synthetase | A_05_P489127 | 1.349 | 4.67E-02 |
| coagulation factor x precursor | A_05_P457147 | 1.347 | 3.04E-02 |
| high mobility group protein b2 | A_05_P253324 | 1.325 | 1.27E-02 |
| calmodulin | A_05_P377098 | 1.301 | 3.56E-02 |
| monoglyceride lipase | A_05_P392532 | 1.286 | 3.42E-02 |
| selenoprotein s | A_05_P276549 | 1.270 | 4.49E-02 |
| fast myotomal muscle tropomyosin | A_05_P464747 | 1.263 | 3.19E-02 |
| 5-aminolevulinate mitochondrial | A_05_P467616 | 1.262 | 4.84E-02 |
| capping protein (actin filament) muscle z- beta | A_05_P410762 | 1.251 | 4.63E-02 |
| thymidine phosphorylase | A_05_P411652 | 1.246 | 3.92E-02 |
| interferon-induced helicase c domain-containing protein 1 | A_05_P486287 | 1.205 | 4.53E-02 |
| mapk mak mrk overlapping kinase | A_05_P416647 | 1.570 | 1.62E-03 |

^a^ Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish.

Probe Ids with proportionally higher counts in large Sept. fish within the GO ‘response to external stimulus’ category.

Probe Ids with proportionally lower counts in large Dec. fish and small Sept. Fish within the GO ‘response to external stimulus’ category.

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 18: Table S18 — Genes Up-regulated in White Muscle in Small Rainbow Trout compared to Large Rainbow Trout within the GO ‘establishment of localization’ category.

| **Supplementary Table 18a: Genes Up-regulated in White Muscle in Small Rainbow Trout compared to Large Rainbow Trout within the GO ‘establishment of localization’ category** | | | |
| --- | --- | --- | --- |
| **Gene Name** | **Gene Number** | **Fold change^a^** | **p-value^b^** |
| ***Sept Fish*** |  |  |  |
| alpha actin | A_05_P449267 | 2.550 | 9.65E-04 |
| calcium calmodulin-dependent protein kinase (kinase) ii delta 2 | A_05_P304402 | 1.819 | 3.67E-02 |
| 80 kda mcm3-associated protein | A_05_P351672 | 1.667 | 2.15E-02 |
| 60s ribosomal export protein nmd3 | A_05_P411892 | 1.592 | 4.21E-02 |
| voltage-dependent anion-selective channel protein 2 | A_05_P411937 | 1.560 | 3.30E-02 |
| 6- muscle type | A_05_P467772 | 1.532 | 2.06E-02 |
| cytochrome c | A_05_P419817 | 1.449 | 2.00E-02 |
| platelet glycoprotein 4 | A_05_P270029 | 1.442 | 2.62E-02 |
| electron-transferring-flavoprotein dehydrogenase | A_05_P308382 | 1.433 | 4.30E-03 |
| voltage-dependent anion-selective channel protein 2 | A_05_P420122 | 1.432 | 1.37E-02 |
| t-complex protein 1 subunit beta | A_05_P418142 | 1.426 | 2.27E-02 |
| der1-like domain member 2 | A_05_P478862 | 1.420 | 4.00E-02 |
| solute carrier family 22 member 6-a | A_05_P377262 | 1.419 | 2.27E-02 |
| ras-related protein rab-2a | A_05_P391272 | 1.409 | 1.50E-02 |
| thioredoxin interacting protein | A_05_P395257 | 1.393 | 4.04E-02 |
| sh3 domain-containing protein 19-like | A_05_P336442 | 1.389 | 1.43E-02 |
| myh9 partial | A_05_P472392 | 1.376 | 4.18E-02 |
| protein cappuccino homolog | A_05_P421022 | 1.374 | 3.19E-02 |
| transcription factor | A_05_P308537 | 1.363 | 1.88E-02 |
| member ras oncogene family | A_05_P475987 | 1.358 | 3.73E-02 |
| splicing arginine serine-rich 11 | A_05_P450082 | 1.340 | 4.65E-02 |
| atp synthase subunit mitochondrial precursor | A_05_P409472 | 1.335 | 5.83E-03 |
| myotubularin-related protein 2 | A_05_P476167 | 1.331 | 3.95E-02 |
| 60s ribosomal protein l11 | A_05_P440812 | 1.330 | 4.52E-02 |
| probable glutamate receptor precursor | A_05_P302932 | 1.327 | 1.49E-02 |
| membrane-bound transcription factor site 1 | A_05_P489444 | 1.323 | 1.60E-02 |
| ubiquitin c | A_05_P418397 | 1.320 | 3.25E-02 |
| calcium calmodulin-dependent protein kinase iv | A_05_P455732 | 1.318 | 2.40E-02 |
| voltage-dependent anion-selective channel protein 2 | A_05_P251854 | 1.314 | 2.93E-02 |
| Calmodulin | A_05_P377098 | 1.301 | 3.56E-02 |
| protoporphyrinogen oxidase | A_05_P302012 | 1.291 | 1.37E-02 |
| carnitine o-acetyltransferase | A_05_P272599 | 1.288 | 4.03E-02 |
| platelet-activating factor acetylhydrolase ib subunit alpha | A_05_P368509 | 1.281 | 3.94E-02 |
| homeobox protein six2 | A_05_P346397 | 1.277 | 2.82E-02 |
| selenoprotein s | A_05_P276549 | 1.270 | 4.49E-02 |
| graves disease carrier | A_05_P368732 | 1.267 | 3.35E-02 |
| fast myotomal muscle tropomyosin | A_05_P464747 | 1.263 | 3.19E-02 |
| cleavage and polyadenylation specificity factor subunit 1 | A_05_P347667 | 1.258 | 3.57E-02 |
| guanine nucleotide-binding protein subunit beta-2-like 1 | A_05_P434467 | 1.257 | 3.70E-02 |
| tho complex subunit 5 homolog | A_05_P423802 | 1.216 | 4.69E-02 |
| protein fat-free homolog | A_05_P372287 | 1.211 | 4.94E-02 |

| **Supplementary Table 18b: Genes Up-regulated in White Muscle in Large Rainbow Trout compared to Small Rainbow Trout within the GO ‘establishment of localization’ category** | | | |
| --- | --- | --- | --- |
| **Gene Name** | **Gene Number** | **Fold change^a^** | **p-value^b^** |
| ***Sept fish*** |  |  |  |
| ADP/ATP translocase 2 | A_05_P276614 | 4.000 | 8.42E-03 |
| fibrinogen gamma chain | A_05_P480537 | 2.625 | 3.06E-02 |
| fibrinogen gamma chain | A_05_P364872 | 2.584 | 3.24E-02 |
| retinol-binding protein 2 | A_05_P254734 | 2.481 | 2.03E-02 |
| fibrinogen gamma chain | A_05_P464657 | 2.463 | 1.82E-02 |
| warm temperature acclimation-related 65 kda protein | A_05_P420737 | 2.227 | 5.84E-03 |
| alpha-1-microglobulin bikunin precursor | A_05_P332632 | 2.137 | 3.93E-02 |
| liver-type fatty acid-binding protein | A_05_P454457 | 2.066 | 2.85E-02 |
| fibrinogen gamma polypeptide | A_05_P450362 | 2.045 | 4.47E-02 |
| warm temperature acclimation-related 65 kda protein | A_05_P251959 | 1.949 | 1.01E-02 |
| liver-type fatty acid-binding protein | A_05_P263874 | 1.949 | 4.58E-02 |
| serum albumin precursor | A_05_P368112 | 1.934 | 3.96E-02 |
| beta-2-glycoprotein 1-like | A_05_P275734 | 1.890 | 3.57E-02 |
| retinol binding protein cellular | A_05_P486737 | 1.890 | 2.23E-02 |
| liver basic fatty acid binding protein | A_05_P455512 | 1.887 | 4.92E-02 |
| cytochrome b | A_05_P486612 | 1.883 | 2.76E-02 |
| apolipoprotein a-i | A_05_P249389 | 1.786 | 1.51E-02 |
| hemoglobin subunit alpha^c^ | A_05_P491417 | 1.776 | 1.43E-02 |
| hemoglobin subunit alpha | A_05_P449312 | 1.745 | 1.45E-02 |
| Telethonin | A_05_P263889 | 1.695 | 1.79E-02 |
| ap-1 complex subunit gamma-1 | A_05_P427757 | 1.686 | 3.83E-02 |
| hemoglobin subunit beta-1 | A_05_P453042 | 1.686 | 1.69E-02 |
| hemoglobin subunit alpha | A_05_P249524 | 1.664 | 3.55E-02 |
| Telethonin | A_05_P413737 | 1.616 | 3.15E-02 |
| hemoglobin subunit beta-1 | A_05_P365862 | 1.550 | 4.28E-02 |
| c1 inhibitor | A_05_P265959 | 1.548 | 4.31E-02 |
| ceruloplasmin | A_05_P365482 | 1.536 | 4.43E-02 |
| ribosomal protein s13 | A_05_P471392 | 1.437 | 3.20E-02 |

^a^ Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish.

^c^ Sequence was unnamed by Blast2go but named by Agilent

Colours in Gene Number column:

Probe Ids with proportionally higher counts in small Sept. fish within the GO ‘establishment of localization’ category.

Probe Ids with proportionally lower counts in large Sept. Fish within the GO ‘establishment of localization’ category.

# Supplementary material for: Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups
**Source:** BMC Genomics. 2014 Jan 22;15:57. doi: 10.1186/1471-2164-15-57
**Supplement:** Additional file 19: Table S19 — Genes Up-regulated in White Muscle in Large Rainbow Trout compared to Small Rainbow Trout within GO ‘response to stress’ category.

| **Supplementary Table 19a: Genes Up-regulated in White Muscle in Large Rainbow Trout compared to Small Rainbow Trout within GO ‘response to stress’ category** | | | |
| --- | --- | --- | --- |
| **Gene Name** | **Gene Number** | **Fold change^a^** | **p-value^b^** |
| ***Sept fish*** |  |  |  |
| max protein | A_05_P478412 | 5.618 | 4.14E-03 |
| hig1 domain family member 2a | A_05_P433247 | 2.801 | 3.92E-02 |
| fibrinogen gamma chain | A_05_P480537 | 2.625 | 3.06E-02 |
| fibrinogen gamma chain | A_05_P364872 | 2.584 | 3.24E-02 |
| fibrinogen alpha chain | A_05_P332052 | 2.506 | 1.24E-02 |
| beta-enolase-like isoform 1 | A_05_P482637 | 2.500 | 4.06E-02 |
| fibrinogen gamma chain | A_05_P464657 | 2.463 | 1.82E-02 |
| pyruvate kinase | A_05_P253514 | 2.381 | 2.45E-02 |
| alpha-1-microglobulin bikunin precursor | A_05_P332632 | 2.137 | 3.93E-02 |
| fibrinogen gamma polypeptide | A_05_P450362 | 2.045 | 4.47E-02 |
| complement component c3 | A_05_P433922 | 2.024 | 2.44E-02 |
| pyruvate kinase | A_05_P390772 | 2.004 | 2.52E-02 |
| coagulation factor ii precursor | A_05_P364912 | 1.919 | 2.10E-02 |
| Ca2+-dependent complex c1r c1s subunit | A_05_P457602 | 1.919 | 3.93E-02 |
| beta-2-glycoprotein 1-like | A_05_P275734 | 1.890 | 3.57E-02 |
| DNA replication licensing factor mcm7 | A_05_P266444 | 1.838 | 1.63E-02 |
| complement component c9 | A_05_P485237 | 1.748 | 4.63E-02 |
| Telethonin | A_05_P263889 | 1.695 | 1.79E-02 |
| Telethonin | A_05_P413737 | 1.616 | 3.15E-02 |
| glutathione peroxidase | A_05_P365217 | 1.585 | 2.46E-02 |
| c1 inhibitor | A_05_P265959 | 1.548 | 4.31E-02 |
| antithrombin-iii precursor | A_05_P445252 | 1.527 | 4.36E-02 |
| fibronectin precursor | A_05_P263834 | 1.458 | 2.50E-02 |
| complement c3-like | A_05_P490817 | 1.439 | 4.24E-02 |
| antithrombin-iii precursor | A_05_P249134 | 1.346 | 2.91E-02 |

| **Supplementary Table 19b: Genes Up-regulated in White Muscle in Small Rainbow Trout compared to Large Rainbow Trout in GO ‘response to stress’ category** | | | |
| --- | --- | --- | --- |
| **Gene Name** | **Gene Number** | **Fold change^a^** | **p-value^b^** |
| ***Sept Fish*** |  |  |  |
| myosin heavy chain | A_05_P393052 | 2.682 | 1.37E-02 |
| tyrosine-protein phosphatase non-receptor type 12 | A_05_P478272 | 2.013 | 7.26E-03 |
| calcium calmodulin-dependent protein kinase (kinase) ii delta 2 | A_05_P304402 | 1.819 | 3.67E-02 |
| histone h2a-like | A_05_P474392 | 1.445 | 1.97E-02 |
| platelet glycoprotein 4 | A_05_P270029 | 1.442 | 2.62E-02 |
| proteasome subunit alpha type-6 | A_05_P436627 | 1.435 | 2.36E-02 |
| electron-transferring-flavoprotein dehydrogenase | A_05_P308382 | 1.433 | 4.30E-03 |
| proteasome subunit alpha type-5 | A_05_P409612 | 1.430 | 7.45E-03 |
| der1-like domain member 2 | A_05_P478862 | 1.420 | 4.00E-02 |
| aminoacyl trna synthase complex-interacting multifunctional protein 1 | A_05_P407602 | 1.410 | 3.00E-02 |
| dual specificity phosphatase 1 | A_05_P383357 | 1.406 | 2.28E-02 |
| smc3 protein | A_05_P385862 | 1.396 | 3.59E-03 |
| thioredoxin interacting protein | A_05_P395257 | 1.393 | 4.04E-02 |
| polyadenylate-binding protein 4 isoform 3 | A_05_P450567 | 1.380 | 3.48E-02 |
| arginine- mutated in early stage tumors | A_05_P367577 | 1.365 | 2.47E-02 |
| transcription factor | A_05_P308537 | 1.363 | 1.88E-02 |
| glutathione synthetase | A_05_P489127 | 1.349 | 4.67E-02 |
| coagulation factor x precursor | A_05_P457147 | 1.347 | 3.04E-02 |
| heat shock protein hsp 90-alpha | A_05_P479602 | 1.332 | 4.09E-02 |
| high mobility group protein b2 | A_05_P253324 | 1.325 | 1.27E-02 |
| ubiquinone biosynthesis protein coq7 homolog | A_05_P344462 | 1.323 | 2.01E-02 |
| 26s proteasome non-ATPase regulatory subunit 3 | A_05_P488577 | 1.321 | 4.31E-02 |
| ubiquitin c | A_05_P418397 | 1.320 | 3.25E-02 |
| cyclic amp-dependent transcription factor atf-4 | A_05_P253389 | 1.311 | 1.93E-02 |
| Calmodulin | A_05_P377098 | 1.301 | 3.56E-02 |
| apoptosis-enhancing nuclease | A_05_P417057 | 1.300 | 2.90E-02 |
| mapk mak mrk overlapping kinase | A_05_P416647 | 1.294 | 4.95E-02 |
| Prohibitin | A_05_P414182 | 1.293 | 1.67E-02 |
| monoglyceride lipase | A_05_P392532 | 1.286 | 3.42E-02 |
| proteasome ( macropain) 26s 6 | A_05_P406557 | 1.279 | 4.02E-02 |
| DNA-directed rna polymerase ii subunit rpb2 | A_05_P418202 | 1.270 | 4.73E-02 |
| selenoprotein s | A_05_P276549 | 1.270 | 4.49E-02 |
| fast myotomal muscle tropomyosin | A_05_P464747 | 1.263 | 3.19E-02 |
| 5-aminolevulinate mitochondrial | A_05_P467616 | 1.262 | 4.84E-02 |
| 26s protease regulatory subunit 8 | A_05_P252159 | 1.260 | 3.39E-02 |
| regulator of g-protein signaling 14 | A_05_P309402 | 1.252 | 2.48E-02 |
| capping protein (actin filament) muscle z- beta | A_05_P410762 | 1.251 | 4.63E-02 |
| DNA damage-binding protein 1 | A_05_P453112 | 1.247 | 4.30E-02 |

^a^ Fold change is the average difference in expression as measured by the microarray

^b^ Measures the significance of the difference in expression between the small and large fish.

Colours in Gene Number column:

Probe Ids with proportionally higher counts in large Sept. fish within the GO ‘response to stress’ category.

Probe Ids with proportionally lower counts in small Sept. Fish within the GO ‘response to stress’ category.

How the deposited data were processed for this re-analysis (not part of the article)

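Liver mRNA of large and small rainbow trout of a Sept. lot and a Dec. lot was compared on 8 two-color Agilent 44 K salmonid arrays. Each array holds 1 pool of small and 1 pool of large fish of the same lot, each pool with 5 fish. A lot has 2 pairs of pools, and each pair was hybridized on 2 arrays with the dyes exchanged.

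The authors scanned the arrays, quantified the spots with GenePix Pro, left out bad spots by hand, removed points with a low signal ratio of the channels, and normalized by lowess within and across arrays in GeneSpring. The deposited values are log2 ratios of the 2 channels, and they were used as they are, without further centering. The value table has 43663 lines, of which 60 control spots were left out and 43603 probes used. Arrays carry values for 36754 to 41918 probes, with 3.86% to 15.7% of cells empty where spots had been left out. Signal and background of the single channels were not in the deposited values, so no limit from signal strength could be set.

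Every value was taken as the ratio of small over large fish. A rule written before the data were examined would have turned the sign of arrays with the small fish in Alexa Fluor 555 wherever the arrays of a dye flip correlate below 0 across probes. These correlations were -0.131 and 0.0570 in Sept. and -0.144 and 0.00363 in Dec. The rule was not followed, because without turning any sign the mean of a lot's 4 values gives the fold change of 725 of the 726 entries of Tables S1 to S4. The turned version is given as an alternative chosen after the values were seen.

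The 2 arrays of a dye flip were averaged (avearrays), and the 4 pool pairs were fitted in limma (lmFit and eBayes, neither trend nor robust) with a mean per lot and a spread shared by both lots. A lot was tested on probes with a value on all of its 4 arrays, and the difference between the lots on probes with values on all 8. Probes were counted at the thresholds of the study, an unadjusted p of 0.05 or less and a fold change of at least 1.2, and at an adjusted p under 0.05 (Benjamini-Hochberg). Single values carry the standard error of limma, and no unadjusted p is printed for single genes, since a lot has 2 replicates. Overlaps between the lots were tested with Fisher's exact test over probes.

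Gene names come from the platform annotation, with 1 symbol for 221 probes (104 of them placeholder symbols), and from the study's liver and muscle tables, with 398 and 940 named probes. None of the platform's accessions occurs in the trout gene table used as a reference. Of all probes 1494 have a name, and 1130 have one that does not rest on the liver tables. Gene lists were fixed before the data were examined and were filled by symbol or by patterns in the names, so that the glycolysis list also holds t-complex protein 1 subunit epsilon. A list was tested with camera (preset correlation between genes 0.01) over members named outside the study's liver tables, since those tables name only probes the study called, if it had at least 5 of these. The muscle tables, which give most of the remaining names, likewise list only probes the study called, in muscle of the same fish. This left 12 of 20 lists for testing. Each was also tested with camera with an estimated correlation and with fry, and p-values were adjusted over lists within a lot. The study's liver lists were tested in the other lot, and its muscle lists in the liver of both lots, except the muscle list of small Dec. fish, whose table has 907 entries for 787 probes and was not taken as whole.

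The genes named in the text follow a rule written before the data were examined: every probe the paper names for liver, whose values in its tables had been seen, then per lot the 10 named probes with the largest ratios in each direction among those past the thresholds with the same sign on all 4 arrays, and 2 to 4 members of each list described. Shared probes with a name, and members singled out at a count, were added after their values were seen.

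There were 21 alternatives set before the data were examined, among them the t-test of the methods over arrays or pool pairs, all 8 arrays with a dye term and the pool pair as a random block, each lot fitted alone, centered arrays, 1 dye orientation alone, other filters and folds, robust estimation, a replicate block on the pool pair number, and leaving out each pool pair. A lone pool pair is then assumed to vary like those of the other lot. In both lots the paper compares the largest with the second smallest and the second largest with the smallest fish of each family. The lots share no pools, and the block on pool pair numbers is only an alternative. The deviations of same-numbered pool pairs correlated at 0.0319, against an SD of 0.0485 of the correlations between pool pairs of different lots. Technical explanations were tested after the results were seen. The code was tested on simulated data with known changes.

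The analyses used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The white muscle arrays and the quantitative PCR values were not among the data and were left out.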

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

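The tests of technical explanations in this part were chosen after the results were seen.

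Hemoglobin carries oxygen in red blood cells, and several of its liver probes had opposite size effects in the 2 lots. The median difference between the lots in log2 ratio of small over large fish, Sept. minus Dec., was -0.99 over the 10 red blood cell probes named outside the liver tables (adjusted p = 1.0e-07 with the preset correlation of camera, 0.485 with an estimated correlation), with 8 of 10 below 0. For single probes it was -1.28 for the alpha subunit A_05_P249524, -1.27 for A_05_P449312, -1.30 for A_05_P491417 and -1.32 for the beta-1 subunit A_05_P453042. These results stand out because the effects of the lots differ by a test of the difference itself. None of the single probes passed an adjusted p of 0.05.

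The explanations were tested on all 10 probes of the list named outside the liver tables, a choice not made on their liver values. It is not independent of the pattern, since the study's muscle tables name hemoglobin on 5 probes for large Sept. fish and on 1 for small Dec. fish. A dye effect cancels in the mean of a lot, which holds both dye orientations equally. These means had medians of -0.38 in Sept. and 0.57 in Dec., the smaller being 0.385 toward the pattern. The pattern was seen in the same means, so they are no separate test of a dye effect. With the small fish in Alexa Fluor 647 and 555 the medians were -0.26 and -0.42 in Sept. and 0.34 and 0.86 in Dec. A dye effect alone would turn sign between the orientations, so these values argue against it as the whole cause. An origin in 1 pool pair (1 pool pair carries it) stays open, since the medians were -0.57 and -0.193 in Sept. pool pairs 1 and 2 and 0.56 and 0.49 in those of Dec., and the smallest, 0.193 toward the pattern, lies under the bound of 0.2. The 10 probes hold several of the same subunits. Different amounts of red blood cells in the liver samples stay open. Band 3 of the red blood cell membrane was higher in small Dec. fish, while its Sept. log2 ratio of -0.21 neither passed the thresholds nor lay above 0. Its difference between the lots of -0.78 ran the way of the hemoglobins and passed an unadjusted p of 0.05. The study lists band 3 in liver for Dec. only, so this difference rests on a value chosen there and is not independent evidence. The tables do not decide whether more blood in the samples could account for the hemoglobins. Season and spawning group differ between the lots and stay open as well, as untested.

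The list of complement and acute phase genes, plasma proteins of innate defense and clotting, differed between the lots by a median of 0.28 (17 probes, 14 above 0, adjusted p = 0.00119 with the preset correlation, 0.598 with an estimated correlation), with no single member past an unadjusted p of 0.05. Its Dec. median was -0.79 with the small fish in Alexa Fluor 647 and 0.34 in Alexa Fluor 555, a wider gap than that between the lots. Lipocalin, a carrier of small lipophilic molecules, differed by 3.35, from higher in small Sept. fish to higher in large Dec. fish. The cell division control protein 2 homolog, the kinase that starts mitosis, differed by -1.06 and fam49a-like by -1.21, both from higher in large Sept. fish to higher in small Dec. fish. The probe named transducer of 1 differed by 1.20. Its Dec. log2 ratio was -0.80. The size effects of these 4 probes differed between the lots at an unadjusted p of 0.05 in limma and at no adjusted p under 0.05. No explanation was tested for them.

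Some of the named probes with the largest ratios of a lot are missing from the study's liver list for that lot and direction. In Sept. they were dual specificity phosphatase 1, which switches off MAP kinases, at a log2 ratio of 1.15 (higher in 4 of 4 arrays in small fish) and LOC100136930 at -1.04 (4 of 4 in large fish). In Dec., higher in large fish in 4 of 4 arrays, they were trophoblast glycoprotein at -1.84, the probe named branched-chain-amino-acid cytosolic at -1.67, the warm temperature acclimation-related protein of probe A_05_P251959 at -1.09, flavin containing monooxygenase 5 at -1.06, cyp1a, which oxidizes foreign compounds, at -1.05, purine nucleoside phosphorylase at -0.83 and the probe named transducer of 1 at -0.80. The study lists some of them elsewhere, with trophoblast glycoprotein, branched-chain-amino-acid cytosolic and flavin containing monooxygenase 5 in liver for large Sept. fish, purine nucleoside phosphorylase and transducer of 1 in liver for small Sept. fish, and purine nucleoside phosphorylase, dual specificity phosphatase 1 and the warm temperature acclimation-related protein in muscle. None passed an adjusted p of 0.05 in limma, and no explanation was tested.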

How the results depend on the processing

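The alternatives were set before the data were examined, except the turned sign, which was chosen after the values were seen. The cause of the changes below was not tested unless given.

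Over all alternatives, counts and correlations moved by less than 1.5 times or the replicate spread in 127 cases and by more in 63. Lists stayed on their side of the threshold in 628 cases, lost it in 52, gained it in 23 and changed direction in camera, which compares a list with the other probes, in 12, and named genes did so in 2849, 326, 131 and 18. Robust estimation moved none of these results, and all 8 arrays with a random block and centred arrays moved none of the counts.

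The methods' t-test over 4 arrays gave 648 probes in Sept. and 709 in Dec., 57.0% of the latter in small fish, with 12 probes past the thresholds in the same direction in both lots, 4 in small and 8 in large fish. Over the 2 pool pairs it gave 442 and 499, and 3 in both lots, 2 in small and 1 in large fish. The 4 at an adjusted p under 0.05 in Sept. arise where the 2 values practically coincide and are not read as size effects. Each lot fitted alone gave 1611 in Sept. With a fold of at least 1.5, which can only remove probes, there were 569 and 684, and 21 in both lots, 11 in small and 10 in large fish. Among the 200 probes with the smallest p of each lot, 5 were shared, 4 in small and 1 in large fish. The replicate block on the pool pair number gave 2131 in Sept. and 128 in both lots, 48 in small and 80 in large fish.

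Arrays with the small fish in Alexa Fluor 647 alone gave 1774 probes in Sept. (42.8% in small fish), 4354 in Dec., 530 in both lots (80 and 450) and a correlation between the lots of 0.390. Those in Alexa Fluor 555 gave 2079 (77.3%), 3276 (61.6%), 594 in both, 548 of these in small fish, and 0.324. An effect of the dye common to both lots remains in values of 1 orientation by construction. The turned sign gave 3664 (29.7%), 6809, 1898 (232 and 1666) and 0.536.

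With an estimated correlation and with fry, lists kept their medians and lost the threshold: red blood cell genes at -0.38 in Sept. (adjusted p = 0.733 and 0.415) and 0.57 in Dec. (0.472 and 0.0829), proteasome at 0.17 in Sept. (0.733 and 0.876), complement and acute phase genes at -0.28 (0.713 and 0.671) and apolipoproteins at -0.35 (0.472 and 0.671) in Dec., and the study's large Sept. fish list at -0.28 in Dec. (0.352 and 0.289). Red blood cell genes had -0.11 (adjusted p = 0.261) in Sept. with same-named probes averaged. With probes on at least 1 array of each pool pair, proteasome genes had 0.17 (0.0517) in Sept. and apolipoproteins -0.34 (0.104) in Dec.

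With Alexa Fluor 647 alone, medians turned to -0.13 for proteasome and -0.30 for complement genes in Sept., to -0.20 for the muscle list of large Dec. fish in Sept. and to -0.0487 for that of small Sept. fish in Dec., the latter list shrank to 0.0003 in Sept., and red blood cell genes weakened to 0.34 (adjusted p = 0.0501) in Dec. With Alexa Fluor 555 alone, Dec. medians turned to 0.34 for complement genes, 0.11 for apolipoproteins, 0.0828 for the liver list of small Sept. fish, and 0.23 and 0.27 for the muscle lists of large Sept. and large Dec. fish.

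Single genes that turned with Alexa Fluor 647 alone, all in Dec., were 2 lathosterol oxidase-like probes (-0.0708 and -0.24), isopentenyl-diphosphate delta-isomerase 1 (-0.22), proteasome ( macropain) 26s 6 (-0.13), proteasome subunit alpha type-3 (-0.67), nf-kappa-b inhibitor alpha (-0.0622) and isl-1 (-0.68). With Alexa Fluor 555 alone they were complement c4 (0.64), nf-kappa-b p105 (0.86), heart fatty acid-binding protein (0.20), sarcosine mitochondrial (0.0535), jun-b (0.56) and apolipoprotein b 100 (0.18) in Dec., and the latter (0.57) and complement c3-like (0.70) in Sept.

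Leaving out each pool pair in turn, which leaves a lot with 1 pool pair, gave 1212 to 1832 probes in Sept. (most without Sept. pool pair 1), 1182 to 3671 in Dec. (most without Dec. pool pair 2), 0 to 1 for the difference between the lots, 47 to 201 in both lots, 12 to 75 in small and 29 to 126 in large fish (most without Dec. pool pair 1), and correlations of -0.00292 to 0.0885. Medians ranged from -0.57 to -0.19 for red blood cell genes and 0.0279 to 0.37 for proteasome genes in Sept., -0.0895 to 0.17 for the muscle list of large Dec. fish in Sept., -0.44 to -0.12 for complement genes, -0.39 to -0.18 for apolipoproteins and -0.32 to -0.0263 for the liver list of large Sept. fish in Dec. Values of C1QL4 in Dec. (-3.06 to 0.83), s-adenosylmethionine synthase isoform type-2 in Dec. (-1.33 to 0.48) and nattectin in Sept. (-4.62 to 6.29) changed direction, since their pool pairs lie on opposite sides of 0.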

Differences from the paper's values

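The alternatives named here were set before the data were examined. The t-tests change the moderation and the shared spread together, and the one over 4 arrays also the unit of replication. For each value those under which the gap to the paper closes are named, and for the others it does not close. A gap between counts is called closed where the larger is at most 1.5 times the smaller, so the counts need not be equal.

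In Sept. livers 1054 probes passed the paper's thresholds, against the paper's 575. The gap closes with the methods' t-test over 4 arrays (648), the same test over 2 pool pairs (442), probes on all 8 arrays (756) and a fold of at least 1.5 (569). The last is a stricter threshold than the paper's 1.2 and so no repeat of its count. In Dec. livers 1647 probes passed, against the paper's 151, and no alternative closes the gap, the lowest count being 499 with the t-test over 2 pool pairs.

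Higher in small Dec. fish were 711 probes, against the paper's 146, and higher in large Dec. fish 936, against the paper's 5. No alternative closes either gap, the lowest counts being 240 and 259 with the t-test over 2 pool pairs. Higher in large Sept. fish were 467 probes, against the paper's 150, and the t-test over 2 pool pairs closes the gap (209).

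Higher in small fish of both lots were 29 probes, against the paper's 7. No alternative closes the gap, and the t-tests over 4 arrays and over 2 pool pairs give 4 and 2. Higher in large Sept. and in small Dec. fish were 19, against the paper's 6, and the gap closes with the t-test over 4 arrays (5) and with arrays of the small fish in Alexa Fluor 647 alone (7). Higher in small Sept. and in large Dec. fish were 12, against the paper's 1, and the gap closes with the t-test over 2 pool pairs (1).

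Legumain, a lysosomal protease, had a log2 ratio of -0.32 in Sept., while the paper's fold change in Table S1 corresponds to the paper's log2 ratio of -0.614. No alternative closes the gap. That table gives the same fold change, the paper's 1.531, for hemoglobin subunit alpha A_05_P249524, and whether 1 entry was copied was not settled. The other 725 entries of Tables S1 to S4 match within 0.02 on the log2 scale.

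The paper's tables mark some entries as based on a Gaussian p rather than a t-test, 9 in Sept. and 13 in Dec. The methods' t-test over the 4 arrays gives an unadjusted p of 0.05 or less for 320 of the 575 entries in Sept. and 91 of the 151 in Dec.

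The paper states that most differing liver probes of the Dec. lot were higher in small fish. Here the share was 43.2% over all probes past the thresholds, 57.0% with the methods' t-test over 4 arrays and 61.6% on arrays with the small fish in Alexa Fluor 555 alone. For Sept. the share of 55.7% lies on the paper's side. The paper states that liver differed more in Sept. than in Dec. At the thresholds the counts here run the other way. So do those of the t-test over 4 arrays (648 and 709) and over 2 pool pairs (442 and 499). Without the fold limit, the unadjusted p alone gives the paper's order in both t-tests, at 1345 and 997 and at 1815 and 1382. In limma, each lot fitted alone also runs the paper's way (1611 and 1182). Where only 1 lot gave the spread, limma estimated a variance of 0.0316 for Sept. and 0.0709 for Dec. The reversed order thus depended on the fold limit in the t-tests and on the shared spread in limma. It is no evidence against the paper's order.

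The paper states that no probe was higher in large fish of both lots apart from polycystic kidney disease protein 1-like 3. Here 42 probes were, among them this protein on its probe A_05_P299292 and trophoblast glycoprotein, and with the t-test over 4 arrays 8.

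The paper lists some genes that did not pass the thresholds in limma. The probe named for titin did not pass in Sept. (0.30) and passed with the t-test over 4 arrays. Glutamine synthetase A_05_P429307 did not pass in Sept. (0.37) and passed on probes with values on all 8 arrays. Complement C1q-like protein 4 did not pass in Sept. (-1.58) and passed with the t-test over 4 arrays, with each lot fitted alone, with the replicate block and without either Dec. pool pair. Hemoglobin subunit alpha A_05_P441202 did not pass in Sept. (-0.61) and passed under the same settings. Nattectin did not pass in Dec. (-2.59) and passed with both t-tests, with each lot fitted alone and without either Sept. pool pair. All lie on the side the paper gives, and IGFBP1, sec61 gamma and lipocalin passed in both lots as the paper lists them.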

Other observations

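The tests of explanations in this part were chosen after the results were seen, and the lists were fixed before the data were examined.

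Genes of sterol synthesis, the pathway to cholesterol, lay on the side of the small fish in both lots, with 12 of 13 probes above 0 and a median log2 ratio of small over large fish of 0.45 in Sept. and 0.68 in Dec. In Sept. 3 of the 13 passed the thresholds and in Dec. 6, all higher in small fish. Among them farnesyl pyrophosphate synthetase had 0.36 and 0.80, delta (14)-sterol reductase 0.74 and 1.48, squalene monooxygenase A_05_P424717 0.13 and 0.95, and isopentenyl-diphosphate delta-isomerase 1 0.92 and 1.02 in Sept. and Dec. The study chose most of these names on the same arrays, with 2 of 13 probes named elsewhere, so the list was not tested as a whole.

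A size effect on sterol synthesis in small fish of both lots may underlie this. Selection of named probes by the study stays open. With same-named probes averaged, the 5 sterol names of its small Sept. list had a median of 0.69 in Dec., at percentile 99.95 of random draws of names from the same list, and the 4 of its small Dec. list had 0.289 in Sept., at percentile 97.93. Draws treat genes of 1 pathway as independent, and in single pool pairs the smallest percentiles were 92.96 in Dec. and 82.61 in Sept., under the bound set for them. A dye effect cancels in the mean of both dye orientations. There the 8 probes of the small Sept. list had a median of 0.68 in Dec. and the 4 of the small Dec. list 0.289 in Sept., with 8 of 8 and 4 of 4 above 0. The pattern was seen in such means, so they do not decide on a dye effect. In Dec. the 8 probes had 0.0919 with the small fish in Alexa Fluor 647, with 5 of 8 above 0, and 1.17 in Alexa Fluor 555, with 8 of 8. In Sept. the 4 probes had 0.25 and 0.354. An origin in 1 pool pair (1 pool pair carries it) stays open, with medians of 0.25 and 1.09 in Dec. and of 0.49 and 0.132 in Sept. in pool pairs 1 and 2. The hypothesis was found and tested on the same data, and food intake was not tested, with a fast of 2 days before weighing given by the paper.

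The number of probes past the thresholds was set beside patterns of the 4 arrays that carry no common size effect, with the methods' t-test. The count for small over large fish was 1.34 times the larger of 2 such patterns in Sept. and 0.649 times in Dec. A spread between arrays with no common size effect is therefore a candidate explanation for many of the Dec. calls, and in Sept. the ratio alone leaves this open. In limma 1054 probes passed in Sept. and 1647 in Dec., against 1918 and 1676 in simulated values with no change. Those were drawn from the fitted model with 1 spread for both lots, so their share past the thresholds was fixed by construction. In the real values limma estimated a variance of 0.0316 where only the Sept. pool pairs gave the spread, and of 0.0709 for Dec. The simulation therefore cannot tell how many Sept. calls come from spread, which stays a candidate for them.

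Methionine and one-carbon genes, which pass methyl groups, lay on the side of the large fish, with 8 of 9 probes below 0 in each lot and medians of -0.35 in Sept. and -0.25 in Dec. The list had 4 probes named outside the liver tables and was not tested. The other 5 are named only because the study called them on these same arrays, so their side in the lot of that call is not independent evidence. All 3 past the thresholds in Sept. are in the study's list of large Sept. fish. Past the thresholds were methionine adenosyltransferase alpha (-0.82), s-adenosylhomocysteine hydrolase (-0.43) and sarcosine mitochondrial A_05_P266337 (-0.69) in Sept., and the latter (-0.58) and cystathionine beta-synthase (-0.56) in Dec. The other members were betaine--homocysteine s-methyltransferase 1 at -0.78 and -0.57, serine hydroxymethyltransferase 2 at -0.35 and -0.24, s-adenosylmethionine synthase isoform type-2 at 0.35 and -0.43, adenosylhomocysteinase 3 at -0.01 and -0.19, and sarcosine mitochondrial A_05_P426427 at -0.01 and -0.01.

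In innate immunity, toll-like receptor 5 membrane form (0.88), jun-b (0.73) and gamma-interferon-inducible lysosomal thiol reductase (0.57) were higher in small Sept. fish, and nf-kappa-b inhibitor alpha (0.58) and the family with sequence similarity 19 member a5 (0.78) in small Dec. fish, these being all members past the thresholds. Of 13 leukocyte probes 2 passed in each lot. B-cell receptor CD22 was higher in small Sept. fish (0.46), bruton agammaglobulinemia tyrosine kinase A_05_P470042 in large Sept. fish (-0.54), and integrin alpha-x (0.55) and Ig kappa chain V-III region IARC/BL41 precursor (0.61) in small Dec. fish.

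Other lists had too few probes to test. Of 4 fatty acid synthesis probes, 2 named for elongation of very long chain fatty acids protein 1 were higher in small Sept. fish (0.57 and 0.60) and diacylglycerol o-acyltransferase 2 in large Dec. fish (-0.98), while delta-6 fatty acyl desaturase had 0.43 and 0.30 and did not pass. Of 2 fatty acid oxidation probes, that named very long-chain specific acyl- mitochondrial isoform 1 precursor was higher in large Sept. fish (-0.49). Of 4 egg yolk and egg envelope probes, zona pellucida glycoprotein was higher in large Sept. fish (-0.88) and zona pellucida sperm-binding protein 3 in large Dec. fish (-0.72), and 2 esr1 probes did not pass. The 1 exocrine pancreas probe, alpha 2a pancreatic, had 0.15 and -0.49 and did not pass. The 1 circadian clock probe, class e basic helix-loop-helix protein 40, was higher in large fish of both lots (-0.61 and -0.51).

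The study's white muscle lists were followed in the liver of the same lots of fish. Probes listed for large Sept. fish in muscle had liver medians of -0.06 in Sept. (110 probes, adjusted p = 9.7e-04, 0.164 with an estimated correlation) and -0.22 in Dec. (109 probes, adjusted p = 4.6e-05, 0.247 estimated), with -0.38 in Dec. pool pair 1 and -0.0531 in pool pair 2, and neither lot passed without its pool pair 1 (adjusted p = 0.461 and 0.391). Those listed for large Dec. fish had 0.06 in Sept. (297 probes, adjusted p = 0.0482, 0.622 estimated) and -0.11 in Dec. (292 probes, adjusted p = 9.2e-05, 0.5998 estimated). In Dec. they had -0.20 in pool pair 1 and -0.0102 in pool pair 2 (adjusted p = 0.515 without pool pair 1), and on the 2 arrays of Dec. pool pair 1 they had -0.74 with the small fish in Alexa Fluor 647 and 0.25 in Alexa Fluor 555. Those listed for small Sept. fish had 0.03 in Sept. (269 probes, adjusted p = 0.0482, 0.164 estimated) and 0.00 in Dec. (261 probes, adjusted p = 0.844). In the study's own muscle tables, hemoglobin is listed on 5 probes for large Sept. fish, at the paper's fold changes of 1.55 to 1.776, and on 1 probe for small Dec. fish, at the paper's 1.498, the same directions as in liver.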
